# Spatiotemporal functions of leukemia inhibitory factor in embryo attachment and implantation chamber formation

**DOI:** 10.1038/s41420-024-02228-4

**Published:** 2024-11-25

**Authors:** Shizu Aikawa, Takehiro Hiraoka, Mitsunori Matsuo, Yamato Fukui, Hidetoshi Fujita, Tomoko Saito-Fujita, Ryoko Shimizu-Hirota, Norihiko Takeda, Daiki Hiratsuka, Xueting He, Chihiro Ishizawa, Rei Iida, Shun Akaeda, Miyuki Harada, Osamu Wada-Hiraike, Masahito Ikawa, Yutaka Osuga, Yasushi Hirota

**Keywords:** Developmental biology, Reproductive biology, Infertility

## Abstract

Embryo implantation is crucial for successful pregnancy, requiring appropriate uterine responses to implantation-competent blastocysts. Molecular communication at the maternal–fetal junction governs this process. Leukemia inhibitory factor (Lif) plays a pivotal role in implantation across species. Lif is abundantly expressed in the glandular epithelium during blastocyst-receptive phase and is induced in the stroma surrounding attached blastocysts. While diminished Lif expression leads to infertility, its influence on peri-implantation uteri remains unclear. Therefore, we investigated the role of Lif in uterine physiology using its uterine-specific knockout (uKO) and uterine epithelial-specific KO (eKO) in mice. *Lif* eKO and uKO mice displayed infertility owing to failed embryo attachment. Recombinant Lif supplementation rescued the reproductive phenotype of *Lif* eKO mice, but not *Lif* uKO mice; however, recombinant Lif injection rescued embryo attachment in *Lif* uKO mice. RNA-seq analysis indicated that Lif governs uterine epithelial genes, but not embryonic genes, to facilitate embryo attachment via activating nuclear Stat3. Concordantly, three-dimensional imaging of the uterine epithelium revealed that luminal closure and crypt formation are regulated by the uterine Lif–Stat3 axis as well as the presence of blastocysts. Collectively, our findings shed light on previously unknown mechanism on how Lif influences uterine functions molecularly and physiologically during early pregnancy.

## Introduction

Infertility is a severe problem encountered by ~15% of couples worldwide [1]. While artificial reproductive technology (ART) have greatly advanced in the last decades, their successful rates remain ~30% [2]. Embryo implantation is a crucial step that influences subsequent decidualization, placentation, and pregnancy maintenance. Consequently, aberrant embryo implantation is a major cause of pregnancy failure [2–4]. Implantation failure can result in abortion, preterm birth, and mortality of newborn pups in mice [2, 3]. Additionally, the endometrium becomes receptive to implantation-competent blastocysts in the morning on pregnancy day 4 (day 1 = plug-positive day). After blastocyst attachment to the luminal epithelium on midnight of day 4, implantation chambers become evident and are accompanied by well-extended glands [5, 6]. Concurrently, the initiation of decidualization in the surrounding stroma becomes apparent.

Leukemia inhibitory factor (Lif) shares biological similarities with interleukin-6, functioning as a cytokine [7]. Lif activates its receptors, Lifr and gp130, initiating downstream Jak/Stat signaling. The pivotal role of Lif in ensuring successful pregnancy is widely recognized. In mice, Lif is highly expressed in the glandular epithelium during the receptive phase and subsequently in the stroma surrounding attached blastocysts [8, 9]. Systemic deletion of *Lif* in female mice results in complete infertility, likely owing to aberrant embryo implantation [9–11]. Earlier investigations, including our own, indicated compromised embryo implantation in mice with uterine-specific knockout (KO) of *Lifr*, *Gp130*, and *Stat3*, which are putative downstream effectors of Lif in uterine contexts [12–16]. Correspondingly, diminished uterine Lif levels correlate with infertile phenotypes across diverse mouse models [17–20]. Accordingly, Lif is likely crucial in human pregnancy; the Lif–Lif receptor (Lifr and gp130) axis is downregulated in infertile endometria during the secretory phase [21]. However, the precise mechanisms by which epithelial and stromal Lif coordinate endometrial readiness for embryo implantation remain unexplored.

Accordingly, we established conditional KO mice of *Lif* in the uterine epithelium (*Lif* eKO) and the entire uterus (*Lif* uKO) using *Ltf-iCre* and *Pgr-Cre* drivers, respectively, to investigate the role of Lif on the endometrium and attached blastocysts during embryo implantation. Overall, we aimed to elucidate previously unexplored mechanisms by which Lif orchestrates successful embryo implantation by facilitating embryo-chamber formation, thereby aiding in the development of novel approaches to address infertility and enhance ART.

## Results

### *Lif* eKO and uKO cause infertility

Lif is expressed in the uterine glands before embryo attachment, and on day 5 after embryo attachment, it is induced in the stroma surrounding the attached embryos (Fig. 1a). To investigate the detailed mechanisms by which glandular and stromal Lif contribute to early pregnancy events, we established *Lif* eKO and *Lif* uKO mice by mating *Lif-loxP* with *Ltf-iCre* or *Pgr-Cre* drivers, respectively (Fig. 1b). *Lif* mRNA was efficiently deleted in target cells by both Cre drivers (Fig. 1c, d). We first determined the pregnancy rates in the mutant females. While seven out of nine females produced pups in the control group (7.0 ± 1.2 pups/litter, mean ± SD), only one *Lif* eKO female gave birth (six pups) and the remaining six females did not produce offspring. Furthermore, *Lif* uKO females completely failed to have pups (Fig. 1e).

**Fig. 1:**
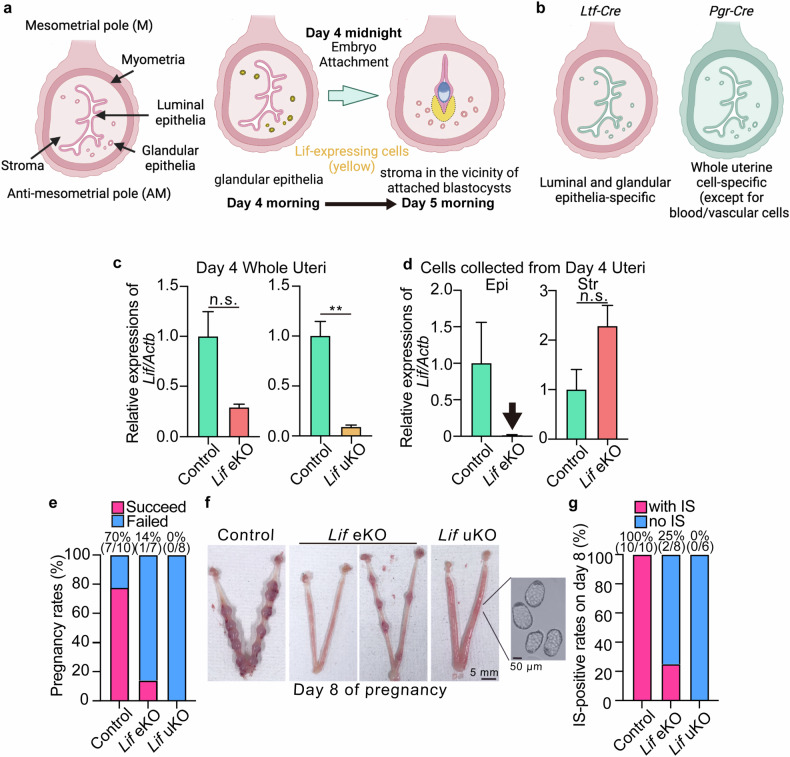
Uterine deletion of *Lif* results in severe infertility. **a** Schematic diagram of the spatiotemporal expression patterns of Lif. Lif is expressed in the uterine glands during the receptive phase and then in the stroma surrounding attached embryos. **b** Schematic diagram of gene deletion sites induced by *Ltf*-Cre (left) and *Pgr-*Cre (right) in mouse uteri. **c** *Lif* expression in whole uterine tissues from *Lif* eKO mice (left) and *Lif* uKO mice (right) on day 4 of pregnancy. *n* = 3 per genotype, n.s.: not significant, **P < 0.01 (Student’s *t*-test). **d** Epithelial-specific deletion of *Lif* was confirmed in epithelia and stroma isolated from *Lif* eKO uteri on day 4. *n* = 4 per genotype. **e** Severe infertility was confirmed via reduced pregnancy rates in mice of each genotype. Percentages of pregnancy rates and numbers of female mice with successful delivery/total tested are presented above the bars. **f** Representative pictures of day 8 uteri (D) and implantation site (IS)-positive rate (**e**) for each genotype on day 8 of pregnancy. Unattached blastocysts (right) were confirmed by uterine flushing in *Lif* eKO and uKO mice. Percentages of IS-positive rates and numbers of females with implantation sites/total tested are noted above the bars in (**g**).

These severe infertility phenotypes in the *Lif* mutants led us to observe the early pregnancy events in these milieus. We sacrificed females on day 8 of pregnancy when embryo implantation sites become evident [18]. While implantation sites appeared in 100% of control pregnant females, they were only evident in 25% of *Lif* eKO uteri; furthermore, these implantation sites were smaller than those in control uteri, whereas 75% of *Lif* eKO and 100% of *Lif* uKO uteri never developed implantation sites (Fig. 1f, g). Notably, the implantation-failed uteri contained blastocysts packed with inner cell masses and enlarged trophectoderm, which are characteristic features of diapaused blastocysts [22]. These results suggest that early pregnancy events, particularly embryo activation and attachment, are compromised by *Lif* deletion in the uterus.

### *Lif* uKO mice do not defect endometrial receptivity but embryo attachment

Considering the unattached blastocysts in *Lif-*deficient uteri on day 8, we traced implantation events back to earlier pregnancy days. Normally, the endometrium surrounding attached embryos undergoes decidualization, which is accompanied by increased vascular permeability [23]; hence, implantation sites can be observed by injecting a blue dye on day 5 of pregnancy (Fig. 2a, b). Most *Lif* eKO uteri revealed the lack of implantation sites on day 5 and the morning of day 6 (Fig. 2a, b). Furthermore, implantation sites were not observed in *Lif* uKO uteri (Fig. 2a, b), confirming that *Lif* is critical for embryo attachment and subsequent implantation processes.

**Fig. 2:**
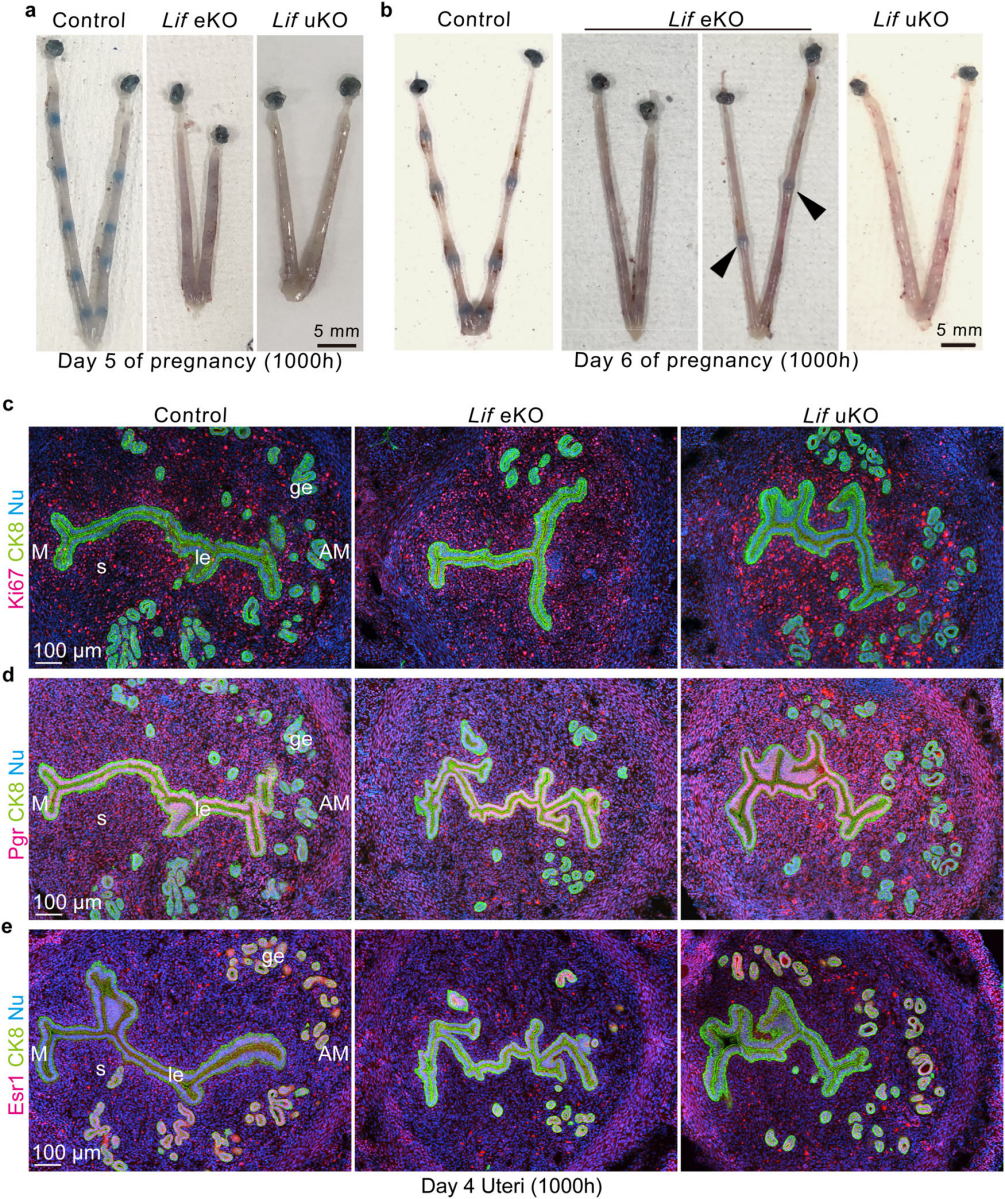
Embryo attachment, but not uterine receptivity, is impaired upon Lif deletion. **a, b** Representative images of pregnant uteri of each genotype on day 5 (**a**) and day 6 (**b**). Arrowheads indicate faint implantation sites. Scale bar: 5 mm. *n* = 4 for each image. **c**–**e** Immunostaining of Ki67 (a cell proliferation marker; **c**) Pgr (P_4_ receptor; **d**), and Esr1 (E_2_ receptor; **e**) indicated that uterine receptivity was not affected by *Lif* deletion in the uterus. CK-8 (an epithelial marker) was stained to visualize epithelial cells. M mesometrium, AM anti-mesometrium, le luminal epithelium, ge glandular epithelium, s stroma. Scale bar: 100 µm. *n* = 3 for each image.

We and other researchers have previously demonstrated that proliferation-differentiation switching (PDS) in endometrial cells is crucial for acquiring receptivity against implantation-competent blastocysts [4]. Stromal cells proliferate from day 3 onwards in response to increasing serum progesterone (P_4_) levels, whereas estrogen (E_2_)-induced epithelial growth ceases. Sustained epithelial proliferation often accompanies poor stromal growth in the peri-implantation period, resulting in failed embryo implantation [24–26]. However, we observed comparable levels of stromal proliferation between *Lif*-deficient and control uteri, with poor epithelial growth on day 4, as evidenced by Ki67 immunostaining (Fig. 2c). In line with the normal PDS, the localization of receptors for P_4_ (Pgr; Fig. 2d) and E_2_ (Esr1; Fig. 2e) was not impaired by *Lif* uKO mice. Additionally, serum P_4_ levels were comparable on days 4 and 8, indicating normal ovarian function in the mutants (Supplementary Fig. 1). These data suggest that Lif contributes to embryo attachment without affecting endometrial receptivity.

### Lif-stimulated transition of the uterine epithelium from receptive to embryo-attaching phases

We investigated the mechanisms by which uterine Lif promotes endometrial interaction with blastocysts. To this end, we performed RNA-sequencing (RNA-seq) analysis of luminal epithelia and blastocysts collected from *Lif* eKO uteri on day 4 evening, right before embryo attachment. To identify genes affected by the presence of Lif during the receptive phase, we treated *Lif* eKO mice with rLif (Fig. 3a). We identified differentially expressed genes (DEGs) between control and *Lif* eKO epithelia (Fig. 3b and Tables 1–3). The *Lif* eKO-induced expression changes were largely reversed upon rLif treatment (Fig. 3b and Tables 1–3). Notably, expression changes were negligible in exogenous Lif-treated blastocysts (Fig. 3c), implying that Lif does not directly stimulate blastocysts to attach to the endometrium.

**Fig. 3:**
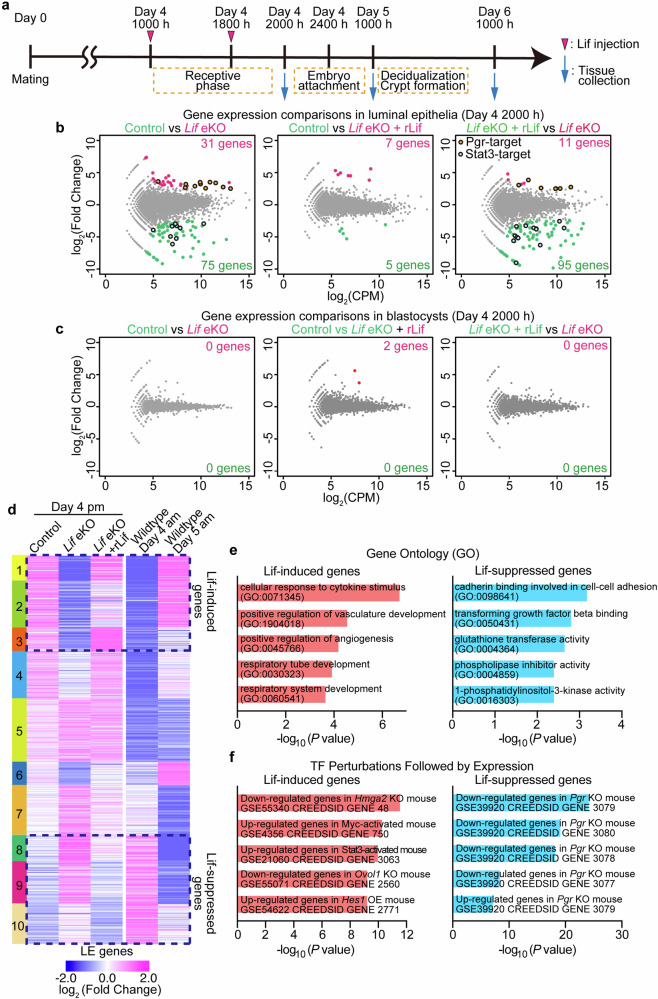
Epithelial gene expression regulated by Lif during the receptive phase. **a** Schematic diagram of the experiments of which the data are presented in Figs. 3–5. Uterine tissues were collected on day 4 evening (Fig. 3), day 5 morning (Fig. 4), and day 6 morning (Fig. 5), respectively. For rescue experiments, mutant females received rLif during the receptive phase, when the uterine glands produce Lif in wild-type mice. **b**, **c** MA plots depicting DEGs in luminal epithelia (**b**) and blastocysts (**c**) on day 4 evening. Control (floxed females), *Lif* eKO, and rLif-treated *Lif* eKO mice are compared in each plot. Significantly upregulated genes and their numbers in each experimental group are highlighted in magenta or green. Among the DEGs, genes targeted by Pgr- or Stat3 are encircled by black lines. **d** Heatmap depicting DEGs with a > 2-fold change and a false discovery rate < 0.05 identified using edgeR. Data from luminal epithelia on day 4 evening from each group were compared with that of luminal epithelia on day 4 and day 5 morning, which we previously reported [27]. A total of 697 DEGs were classified into 10 clusters using k-means clustering. **e** Top 5 GO terms determined using Enrichr for Lif-induced genes on day 5 (clusters 1 and 2) and Lif-suppressed genes on day 4 (clusters 3 and 4). **f** Upstream transcription factors for the clusters were predicted by enrichment analysis in comparison with “TF_Perturbations_Followed_by_Expression” using Enrichr.

We monitored the DEGs within the epithelium influenced by Lif. We recently reported dynamic gene expression changes in the luminal epithelium before and after embryo attachment [27]. To validate our findings, we compared the current dataset with changes in epithelial gene expression pre- and post-embryo attachment on days 4 (morning) and 5 (morning). Consequently, distinct expression patterns emerged based on the presence of Lif (Fig. 3d and Table 4): The *Lif* eKO epithelium showed similar expression patterns on day 4 morning, whereas rLif treatment counteracted this effect. 

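The pre- and post-attachment epithelium was represented by 5 RNA-seq libraries of the luminal layer of wild-type mouse uteri. Of these, 1 library each came from day 3 morning, day 4 morning and day 4 evening, and a pair came from day 5 morning. The day 5 pair consisted of 1 library of the luminal layer away from the attached embryo and 1 of the layer surrounding it, and their labels name the M pole and the AM pole. With 1 library per condition, no difference between conditions has a replicate check. The paper describes laser microdissection, SMART-seq v.4 library preparation, alignment of paired-end reads to GRCm38/mm10 by HISAT2 and counting with featureCounts of Subread. The text does not name the gene annotation, the strand setting or the handling of reads with several alignments, nor whether RNA of several mice was pooled for these wild-type libraries. The authors deposited the number of reads counted on each of 23420 genes, without normalization. The total counts were 15334674 on day 3 morning, 19529491 on day 4 morning, 16560409 on day 4 evening, 16702914 away from the embryo on day 5 and 19136032 around it. The features Rn45s and Lars2 took between 15.0% and 23.2% of the counts of a library. Counts were scaled by the TMM method of edgeR, and the 12918 genes with a mean of at least 1 CPM (counts scaled to 1e6 per library) over the 5 libraries were kept. Changes are differences of log2 CPM with a prior count of 2. For a single gene, brackets give the exact 95% Clopper-Pearson interval of the ratio of its counts. For a list of genes, they give the 95% interval of the median from binomial order statistics, where genes are not independent replicates. Intervals of single genes cover counting error only, and those of lists reflect the spread among the genes of the list. Neither covers variation between mice or libraries. A fold written as at least is set against a floor of 3 counts and does not include the counting error of that floor. The place of a list's median is given among 10000 random lists of the same size matched on mean expression, as a description of these libraries.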

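The paper's Table 4 has 1 column for day 5 morning, and its 697 genes were compared with both day 5 libraries. Over the 689 of these genes that passed the filter, the log2 change from day 4 morning differed from that in Table 4 by a median of 0.30 away from the embryo and 0.96 around it. With the mean of both libraries the median difference was 0.60. The library away from the embryo lay closest and is given first throughout. On log2(RPKM + 1) with library totals, a scale chosen after the values were compared, the median difference was 2.2e-05 away from the embryo and 0.83 around it. Pearson's r with the changes in Table 4 was 1 and 0.882 in the same order. The day 5 column of Table 4 thus matches the library away from the embryo, although the paper's text does not name it. Between the day 4 morning library and the library away from the embryo, 741 genes were called higher and 761 lower on day 5. Calls were made with the exact test of edgeR at a fixed dispersion of 0.1, a false discovery rate under 0.05 and a log2 fold change beyond 1 in either direction, which compares these libraries and not the conditions. Around the embryo, 1599 genes were called higher and 1554 lower than on day 4 morning, and 573 genes were higher and 584 lower in both day 5 libraries. The dispersion moved these counts most, to 77 genes higher and 77 lower away from the embryo at 0.4. Scaling by library totals put the median change of all genes at 0.28 and changed the split away from the embryo to 986 genes higher and 622 lower. Across the 12918 genes, log2 CPM on day 4 morning had a Pearson r of 0.944 with day 4 evening, 0.823 with day 5 away from the embryo and 0.680 with day 5 around it.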

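Across the 689 genes of Table 4 kept in the counts, the wild-type log2 change from day 4 morning to day 5 morning away from the embryo was set against the paper's difference of control minus *Lif* eKO epithelium. Pearson's r was 0.878 and Spearman's rho 0.899, and 620 genes (90.0%) had the same direction in both. Genes are not independent replicates, and Table 4 was made partly from these wild-type libraries. The choice of the day 5 library moved r most, to 0.794 with the library around the embryo. Against the paper's difference of rLif-treated minus untreated *Lif* eKO epithelium, r was 0.802 away from the embryo and 0.821 around it. A pair of gene lists made without the wild-type libraries was also followed. From Table 1, 75 genes were taken as higher in control than in *Lif* eKO epithelium. They had a log2 fold change beyond 1 in that direction and a p-value at or under a cutoff set here. The cutoff was 0.05 times the number of differential genes shown in Fig. 3b, divided by the number of genes in the table. Of the 75 genes, 74 passed the filter, and all 74 were higher on day 5 away from the embryo than on day 4 morning. Their median log2 change was 4.51 [4.05, 5.49], and 69 of them were called higher. Around the embryo, their median was 4.42 [3.45, 5.84] with 70 genes higher, and 64 were called higher and 4 lower. In the same way, 95 genes were taken from Table 3 as higher in rLif-treated than in untreated *Lif* eKO epithelium. They had a median of 3.52 [2.90, 4.05] away from the embryo, where 90 were higher, and of 4.36 [3.76, 5.60] around it, where 94 were higher. Of these, 71 were called higher and 0 lower away from the embryo, and 84 higher and 1 lower around it. In both libraries, the median of each list was above those of all 10000 random lists. The lists overlap, with 128 genes in either.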

Genes in clusters 1 − 3, highly expressed in the presence of Lif, were designated as Lif-induced genes. Conversely, clusters 8 − 10, corresponding to genes expressed in the *Lif*-depleted epithelium on day 4 evening, were termed Lif-suppressed genes. These clusters were also enriched on the day 4 morning epithelium, but not on the day 5 morning epithelium. 

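Clusters 1 to 3 hold 172 genes, of which 170 passed the filter. From day 4 morning to day 5 morning their median log2 change was 3.91 [3.66, 4.29] away from the attached embryo, and 164 of the 170 genes were higher. Around the embryo, the median was 4.34 [3.76, 5.16], and 166 genes were higher. Among the alternatives, the mean of both day 5 libraries moved the median most, to 4.43. Away from the embryo 145 genes were called higher and 0 lower, and around it 149 were called higher and 4 lower. Each median was above those of all 10000 random lists, although the clusters were formed partly on these libraries. The median was 6.58 [5.83, 7.78] in cluster 1, 3.82 [3.61, 4.29] in cluster 2 and 1.62 [1.24, 2.39] in cluster 3 away from the embryo. Around it, the medians were 7.14 [5.84, 7.82], 3.56 [3.14, 4.02] and 4.37 [3.37, 5.57] in the same order. The 3 largest rises away from the embryo, among genes with a mean of at least 10 CPM, were those of 8430408G22Rik, Ttpa and Prss35. 8430408G22Rik (chromosome 6 of GRCm38/mm10, 116650684 to 116652847, without a gene type under this symbol in GENCODE vM21) had 5 counts on day 4 morning, 47572 away from the embryo and 7391 around it, a log2 change of 12.65 [11.92, 14.77] away from the embryo. Ttpa is a protein-coding gene on chromosome 4 (20008428 to 20030785). It had 0 counts on day 4 morning and 10670 away from the embryo, at least 3384-fold higher, and 1418 around it. Prss35, a protein-coding gene on chromosome 9 (86743633 to 86757506), rose from 0 to 1941 counts away from the embryo, at least 616-fold, and had 100 counts around it.

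**Figure D1:**
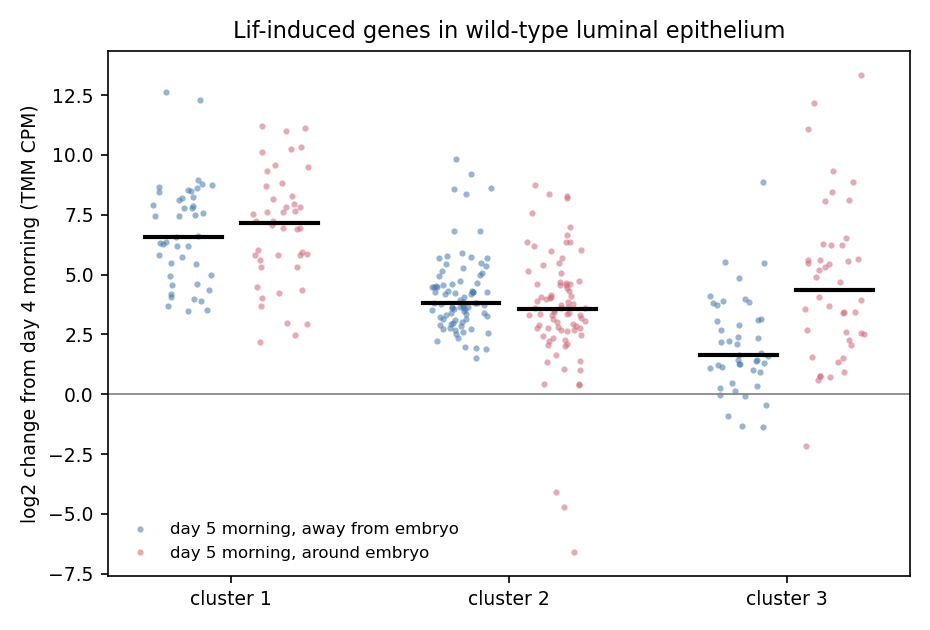
Log2 change from day 4 morning of each Lif-induced gene (TMM CPM, vertical axis) by cluster, in the day 5 morning library away from the attached embryo (blue) and in the library around it (red). Each point is 1 gene and black bars are medians, which in cluster 3 were 1.62 away from the embryo and 4.37 around it.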

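All 195 genes of clusters 8 to 10 passed the filter. Their median log2 change from day 4 morning was -3.34 [-3.68, -3.09] away from the attached embryo and -3.38 [-3.90, -3.08] around it on day 5 morning. Away from the embryo 191 genes were lower and 4 higher, and 165 were called lower and 0 higher. Around it 189 genes were lower, 157 of them called lower, and 1 was called higher. Each median was below those of all 10000 random lists, although the clusters were formed partly on these libraries. A scale of log2(RPKM + 1) with library totals, chosen after the values were seen, moved the median away from the embryo most, to -2.82, and TMM replaced by library totals gave -3.05. The median CPM of these genes was 236 on day 4 morning, 24.8 away from the embryo and 21.0 around it. In clusters 8, 9 and 10 the median change away from the embryo was -6.04 [-6.61, -5.29], -3.59 [-4.53, -3.29] and -2.05 [-2.24, -1.65]. The 3 largest falls away from the embryo, among genes with a mean of at least 10 CPM, were those of Ces1d, Fgf1 and Slc39a2, all protein-coding. Ces1d (chromosome 8 of GRCm38/mm10, 93166072 to 93197804) fell from 3386 counts on day 4 morning to 4 away from the embryo and 2 around it, a log2 change of -9.18 [-11.67, -8.44] away from the embryo. Fgf1 (chromosome 18, 38838673 to 38918699) fell from 3913 counts to 6 away from the embryo and 99 around it. Slc39a2 (chromosome 14, 51893610 to 51896745) had 946 counts on day 4 morning and 0 away from the embryo, at least 331-fold lower, and 74 around it. The paper terms these genes Lif-suppressed from their expression in the *Lif*-depleted epithelium on day 4 evening. Collectively with the enrichment analyses, the paper proposes that Lif orchestrates the epithelial transition from receptivity to the attachment phase.

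**Figure D2:**
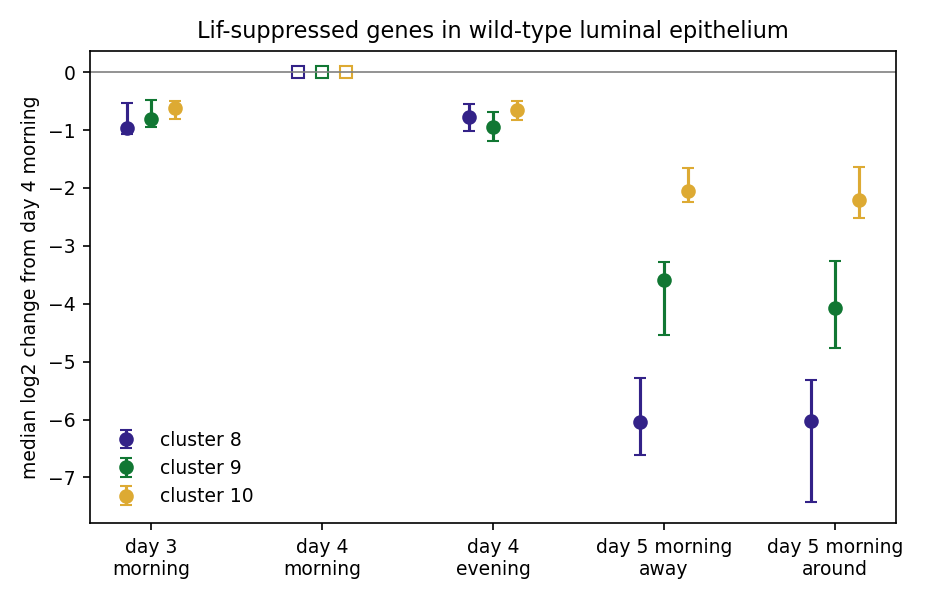
Median log2 change from day 4 morning (TMM CPM, vertical axis) of the genes of clusters 8, 9 and 10 in each library. Bars are 95% intervals of the median, open squares mark day 4 morning as the reference and the grey line is 0. Around the embryo the medians were -6.02, -4.08 and -2.20 in clusters 8, 9 and 10.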

Enrichment analysis using Enrichr helped identify unique Gene Ontology (GO) terms in each gene group (Fig. 3e, f and Table 5). Notably, the identified GO terms in each group were similar to those of DEGs in the luminal epithelium between receptive and embryo attachment phases, as previously reported [27] (Fig. 3e). Specifically, Lif-induced genes were enriched in GO terms related to cytokine signaling and angiogenesis (Fig. 3e, left panel), similar to findings for the luminal epithelium post-attachment [27]. Conversely, Lif-suppressed genes on day 4 morning were enriched in GO terms related to cell−cell adhesion and glutathione metabolism (Fig. 3e, right panel), which were also enriched in the epithelium during days 3 and 4, before attachment [27].

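Table 5 lists 18 Lif-induced genes under the cellular response to cytokine stimulus. From day 4 morning to day 5 morning, all 18 were higher in both day 5 libraries, with a median log2 change of 3.60 [2.39, 4.17] away from the attached embryo and 4.24 [3.18, 5.99] around it. Of these, 15 were called higher away from the embryo and 18 around it. The smallest rise away from the embryo was that of Socs3, which encodes the suppressor of cytokine signaling 3 (chromosome 11 of GRCm38/mm10, 117966087 to 117969366, protein-coding). Its counts were 58 on day 3 morning, 174 on day 4 morning, 1426 on day 4 evening, 432 away from the embryo and 2767 around it. The log2 change of Socs3 from day 4 morning was 1.23 away from the embryo and 4.05 [3.84, 4.29] around it. The largest rise away from the embryo was that of Chi3l1 (chromosome 1, 134182404 to 134190031, without a gene type under this symbol in GENCODE vM21). Chi3l1 rose from 2 counts to 1498 away from the embryo and to 2944 around it. Away from the embryo its log2 change was 8.46 [7.62, 12.52], and it was 475-fold higher against the floor of 3 counts. The 7 genes listed under positive regulation of angiogenesis had a median of 3.66 [1.59, 8.46] away from the embryo, where all 7 were higher, and of 3.54 [-2.15, 11.13] around it, where 6 were. Of these 7 genes 4, Chi3l1, F3, Il1a and Xbp1, belong to both lists. Pgf, which encodes placental growth factor (chromosome 12, 85166639 to 85177313, protein-coding), had the smallest rise away from the embryo, from 371 to 1176 counts (log2 1.59 [1.42, 1.76]). Around the embryo Pgf was lower than on day 4 morning, with 78 counts (log2 -2.15 [-2.55, -1.82]). The median of each list was above those of all 10000 random lists in both day 5 libraries, which is not an independent test, because the genes lie in clusters formed partly on these libraries.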

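Table 5 lists Pdlim1, Anxa1 and Tmod3 under cadherin binding involved in cell-cell adhesion, and Gstm1, Gstm2 and Gsta2 under glutathione transferase activity. All 6 genes are annotated as protein-coding and were lower on day 5 morning than on day 4 morning in both libraries. GRCm38/mm10 places Pdlim1 on chromosome 19 (40222239 to 40271616). Its counts were 9124 on day 3 morning, 12860 on day 4 morning, 1347 away from the attached embryo and 1383 around it, and its log2 change from day 4 morning was -3.32 [-3.41, -3.25] away from the embryo. Anxa1 (chromosome 19, 20373434 to 20390671) had 32383 counts on day 3 morning, 24247 on day 4 morning and 4385 away from the embryo, a change of -2.54 [-2.59, -2.49]. Tmod3 (chromosome 9, 75497784 to 75559657) had 10763, 11340 and 3036 counts in the same libraries, a change of -1.97 [-2.03, -1.91]. The median of the 3 adhesion genes was -2.54 away from the embryo, with 68 of the 10000 random lists below it. Gstm1 and Gstm2 are neighbouring paralogs on chromosome 3 (108012250 to 108017973 and 107981702 to 107986436), and reads that both share leave their separate values uncertain. Gstm1 had 31549 counts on day 3 morning, 77263 on day 4 morning, 4976 away from the embryo and 394 around it, a log2 change from day 4 morning of -4.03 [-4.07, -3.99] away from the embryo and -7.54 [-7.69, -7.40] around it. Gstm2 fell from 77141 to 827 counts away from the embryo (-6.61 [-6.72, -6.52]) and to 165 around it (-8.78 [-9.03, -8.58]), with 30204 on day 3 morning. Gsta2 (chromosome 9, 78331020 to 78347145) had 63 counts on day 3 morning, 90 on day 4 morning, 0 away from the embryo, at least 31.5-fold lower, and 3 around it. These 6 genes also lie in clusters formed partly on these libraries, so their fall is not an independent test. On day 3 morning, the median log2 difference from day 4 morning was -0.06 over the adhesion genes, of which 1 was higher and 2 lower, and -1.28 over the glutathione transferase genes, of which all 3 were lower.

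**Figure D3:**
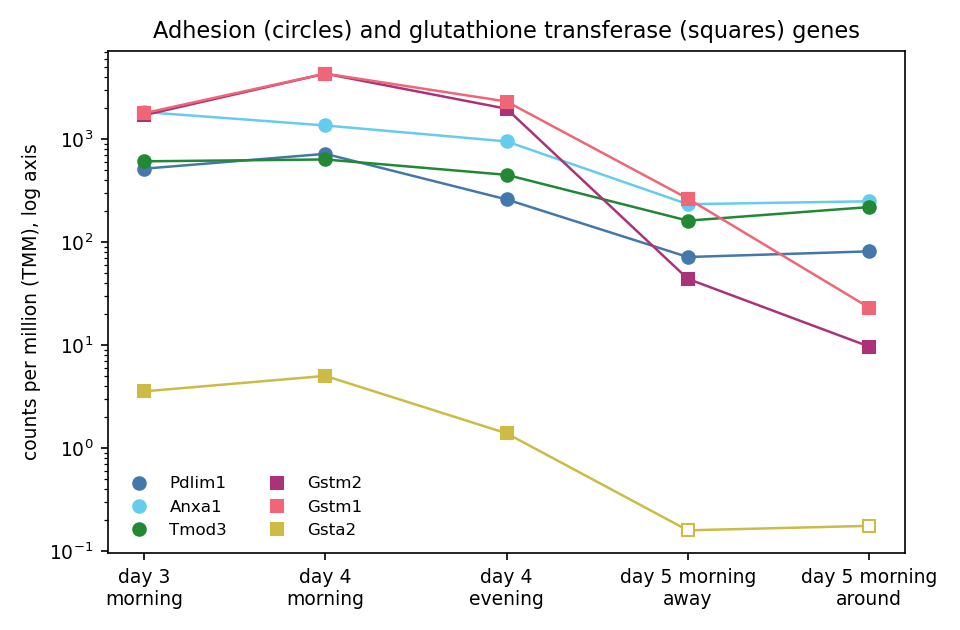
CPM (TMM, log axis) of the adhesion genes (circles) and the glutathione transferase genes (squares) in the 5 libraries. Lines join the values of 1 gene, and open squares stand at the floor of 3 counts, which Gsta2 did not exceed in either day 5 library. Around the embryo Pdlim1 changed by -3.14 and Anxa1 by -2.44 on the log2 scale from day 4 morning.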

Further enrichment analysis helped identify transcriptional factors regulating gene expression downstream of Lif (Fig. 3f). 

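Table 5 lists 17 Lif-induced genes that rose upon activation of Stat3 in a published mouse dataset. In the wild-type epithelium, 16 of them were higher on day 5 morning than on day 4 morning, both away from the attached embryo, with a median log2 change of 3.15 [1.90, 4.17], and around it, with 3.76 [2.90, 4.36]. Both medians were above those of all 10000 random lists, and 13 genes were called higher away from the embryo and 15 around it. All 17 genes lie in clusters formed partly on these libraries, so neither the direction nor the place among random lists is an independent test. The exception away from the embryo was Isg20 (chromosome 7 of GRCm38/mm10, 78913765 to 78920396), with 4585 counts on day 4 morning, 3533 away from the embryo (log2 -0.45 [-0.51, -0.38]) and 7169 around it (0.72 [0.66, 0.77]). Around the embryo the exception was Ifit3, whose reads may be shared with neighbouring genes. Ifit3 (chromosome 19, 34583529 to 34588982) had 387 counts on day 4 morning, 1527 away from the embryo and 12 around it. The largest rise away from the embryo was that of Fgg (chromosome 3, 83007896 to 83015049), from 0 counts to 925 away from the embryo, at least 293-fold, and to 4571 around it, at least 1602-fold. Stat3 itself (chromosome 11, 100886810 to 100939511) had 1640 counts on day 3 morning, 4040 on day 4 morning, 4312 on day 4 evening, 6678 away from the embryo and 8830 around it. The log2 change of Stat3 from day 4 morning was 0.65 [0.60, 0.71] away from the embryo and 1.20 [1.15, 1.25] around it. These 4 genes are annotated as protein-coding, and the counts measure transcript levels, not phosphorylation of Stat3.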

Comparison with the published gene dataset in GEO using Enrichr indicated Stat3 association with Lif-induced genes, in alignment with its role as a critical downstream factor of Lif in the uterus [12, 28] (Fig. 3b f, left panel). 

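Pgr, the progesterone receptor gene (chromosome 9 of GRCm38/mm10, 8899833 to 8968611, protein-coding), had 7211 counts on day 3 morning, 2988 on day 4 morning, 2259 on day 4 evening, 497 on day 5 morning away from the attached embryo and 605 around it. Its log2 change from day 4 morning was -2.65 [-2.80, -2.52] away from the embryo and -2.23 [-2.36, -2.11] around it. Table 5 lists Lif-suppressed genes in both directions after deletion of Pgr. In 1 published comparison, 14 of them were higher and 33 lower, and the 14 were not followed here. The 33 form the longest list in Table 5 of genes lower after deletion of Pgr. Their median log2 change from day 4 morning was -2.98 [-3.73, -2.27] away from the embryo, where 31 were lower, and -2.95 [-3.82, -2.44] around it, where 32 were lower. Of these genes, 27 were called lower away from the embryo and 26 around it, and both medians were below those of all 10000 random lists. On day 4 evening the median was -0.86 [-1.04, -0.60], and on day 3 morning it was -0.91 [-1.11, -0.65]. The genes come from clusters formed partly on these libraries, so the direction against day 4 morning is not an independent test. The largest fall away from the embryo was that of Npl (chromosome 1, 153503016 to 153549714, protein-coding), from 31108 counts on day 4 morning to 77 away from the embryo (-8.69 [-9.07, -8.41]) and 63 around it (-8.83 [-9.26, -8.52]). Txnip (chromosome 3, 96557957 to 96561857, protein-coding) had the highest value away from the embryo, with 2610 counts on day 4 morning, 3893 away from the embryo (0.50 [0.43, 0.58]) and 423 around it (-2.55 [-2.70, -2.40]).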

Notably, Lif-suppressed genes highly correlated with genes downregulated in *Pgr*-deleted mice (Fig. 3b, f, right panel), suggesting that Lif suppresses Pgr-induced genes. This result resonates with the notion that sustained or excessive P_4_-Pgr signaling disturbs embryo attachment [19, 29], corroborating the hypothesis of Lif facilitating blastocyst attachment to the endometrium. Collectively, our findings suggest that Lif orchestrates epithelial transition from receptivity to the attachment phase, without exerting a direct effect on blastocysts.

### Epithelial Lif–Stat3 axis is indispensable for blastocyst attachment

We further investigated the functional roles of Lif in the endometrium. As outlined in Fig. 3a, we treated *Lif* mutant mice with rLif during the receptive phase and collected uteri on day 5 morning. Exogenous Lif increased blue staining intensity in *Lif* eKO and uKO uteri (Fig. 4a), although the staining was faint in *Lif* uKO uteri. Cyclooxygenase-2 (Cox-2) is induced in the luminal epithelium and stroma in the vicinity of attached embryos [2, 30]; therefore, it is often used as a marker of embryo attachment. Compared with the distinct Cox-2 signal in control uteri, *Lif* eKO and uKO uteri revealed only weak expression of this protein in the luminal epithelium (Fig. 4b). This aberrant Cox-2 expression was rescued by rLif injection in the mutant mice (Fig. 4b), indicating that Lif supplied during the receptive phase promotes embryo attachment, which corroborates with the RNA-seq data (Fig. 3). However, we found that rLif could recover delivery rates only in *Lif* eKO mice, but not in *Lif* uKO mice (Fig. 4c), indicating that the stromal Lif is crucial for the pregnancy maintenance after embryo attachment.

**Fig. 4:**
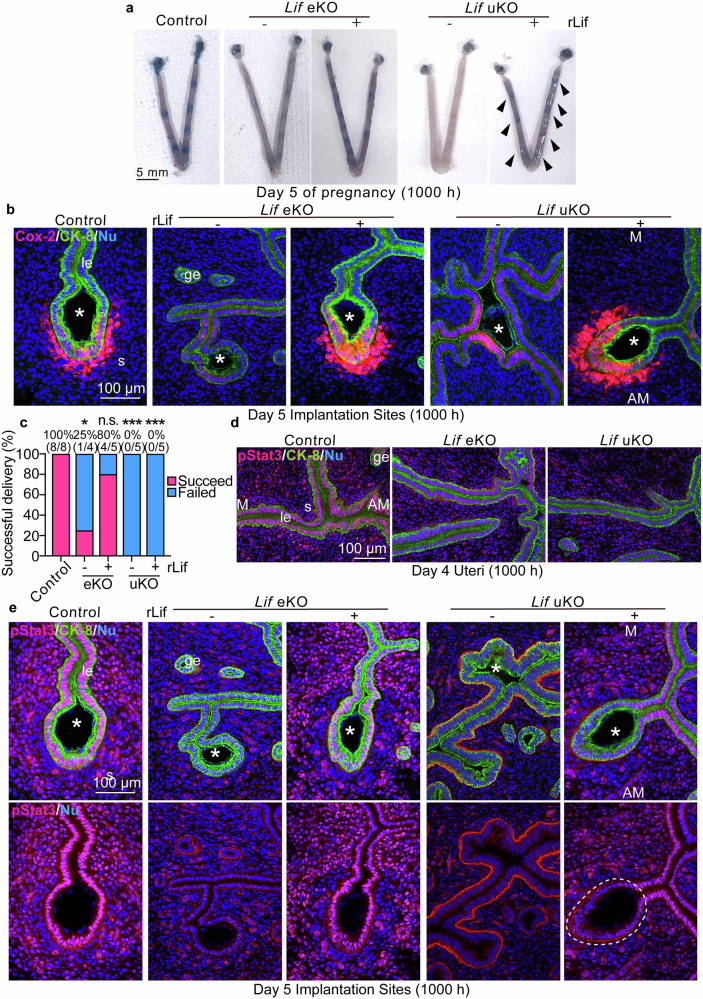
Lif expressed during the receptive phase facilitates embryo attachment but is not sufficient for complete activation of Stat3 in the epithelial crypts. **a** Representative images of day 5 uteri from each genotype. *Lif* eKO and uKO females were treated with rLif as described in Fig. 3a. Arrowheads indicate faint blue staining. Scale bar: 5 mm. *n* = 4 for each image. **b** Immunostaining of Cox-2 revealed improved embryo attachment in *Lif-*deficient uteri treated with rLif. CK-8 was co-stained as an epithelial marker. Asterisks indicate blastocysts. le: luminal epithelium, ge: glandular epithelium, s: stroma, M: mesometrial pole, AM: anti-mesometrial pole. Scale bar: 100 µm. *n* = 4 for each image. **c** Percentages of pregnancy rates and numbers of female mice with successful pregnancy/total tested are presented above the bars. *P < 0.05, ***P < 0.001, n.s.: not significant by Fisher’s exact test comparing each group with control. **d**, **e** Immunostaining of pStat3 and CK-8 on day 4 morning (**d**) and day 5 morning (**e**). The dashed line indicates poor pStat3 localization in the crypt epithelia in *Lif* uKO uteri, even after rLif treatment. Asterisks indicate blastocysts. le luminal epithelium, ge glandular epithelium, s stroma, M mesometrial pole, AM anti-mesometrial pole. Scale bar: 100 µm. *n* = 4 for each image.

Supporting this notion, we observed that Stat3 activation required both epithelial and stromal induction of Lif, while epithelial Lif alone was sufficient to evoke attachment (Fig. 4d, e). Stat3 is a transcription factor activated downstream of tyrosine-kinase receptors and Janus kinases [7]. Phosphorylated (p)Stat3 translocates to the nucleus to exert its transcriptional activity. Considering the RNA-seq data indicating dysregulation of Stat3 signaling under Lif deficiency (Fig. 3f), we verified Stat3 activation in the mice (Fig. 4c, d). As previously observed, control uteri exhibited distinct localization of pStat3 in the luminal epithelium on day 4 morning (Fig. 4c, left panel), whereas pStat3 was poorly detected in *Lif* eKO and uKO uteri (Fig. 4c, middle and right panels), suggesting that Lif activates Stat3 signaling during the receptive phase.

We then examined pStat3 in the day 5 endometrium after rLif injection. In control uteri, pStat3 was distinctly localized in nuclei in the luminal epithelium and stroma surrounding attached blastocysts (Fig. 4d). Similar to day 4 uteri, *Lif*-deleted uteri exhibited defective Stat3 activation on day 5. However, rLif treatment during the receptive phase recovered Stat3 phosphorylation in *Lif* eKO uteri. Notably, in *Lif* uKO uteri, rLif rescued Stat3 activation, except in the embryo-surrounding epithelium. Considering that stromal Lif is induced in the vicinity of embryos after attachment [9], the absence of stromal Lif may have caused this defective Stat3 activation in the *Lif* uKO uterus.

Collectively, these findings revealed that epithelial Lif facilitates embryo attachment during the receptive phase but is not sufficient to induce Stat3 activation in the embryo-attached epithelium.

### Epithelial Lif–Stat3 axis primes implantation chamber formation, which is dependent on the presence of blastocysts

We next investigated the mechanisms by which aberrant Stat3 activation contributes to the subsequent pregnancy phase. On day 6 of pregnancy, we observed blue-dye reactions in *Lif*-deleted females treated with rLif during the receptive phase (Figs. 3a and 5a). Similar to uteri on day 5, *Lif* eKO uteri failed to exhibit blue staining, which was efficiently recovered using rLif treatment (Fig. 5a). In contrast, rLif produced only faint staining in *Lif* uKO uteri (Fig. 5a). We observed failed embryo implantation in *Stat3* eKO mice (*Stat3*^*f/f*^*Ltf*^*Cre/+*^) (Fig. 5a), as previously reported [15]. rLif failed to produce blue staining reactions in *Stat3* eKO mice (Fig. 5a), supporting our hypothesis that Lif contributes to embryo implantation via the activation of epithelial Stat3.

**Fig. 5:**
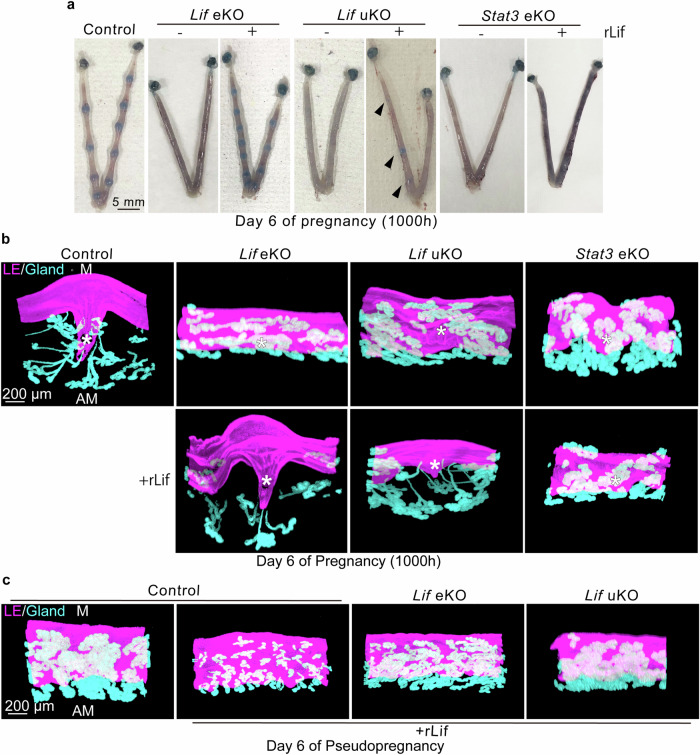
Lif-induced embryo attachment further promotes epithelial crypt formation, which is dependent on stromal Lif and epithelial Stat3. **a** Representative images of day 6 uteri from each genotype. *Lif* eKO and uKO females were treated with rLif during the receptive phase, as outlined in Fig. 3a. Arrowheads indicate faint blue staining. Scale bar: 5 mm. *n* = 4 for each image. **b** 3D visualization of E-cadherin-stained epithelia indicating that implantation chamber (crypt) formation is dependent on the Lif–Stat3 axis. Asterisks indicate the positions of blastocysts. M: mesometrial pole, AM: anti-mesometrial pole. Scale bar: 200 µm. *n* = 3 for each image. **c** 3D visualization of epithelia in pseudopregnant uteri demonstrates that Lif-induced crypt formation requires the presence of blastocysts. M mesometrial pole, AM anti-mesometrial pole. Scale bar: 200 µm. *n* = 3 in each image.

Subsequently, we investigated whether the Lif–Stat3 axis affects the epithelial morphology, which is critical for implantation success [5, 6]. Whole-mount tissue staining allows 3D visualization of the uterine epithelium [5, 6]. After embryo attachment, the luminal epithelium surrounding blastocysts creates deep invaginations into the anti-mesometrial pole, with well-extended glands. Accumulating studies using 3D visualization have demonstrated that abnormal crypt formation can impair subsequent pregnancy processes [6, 16, 26, 31]; however, the gene networks governing epithelial morphology remain unclear. We investigated 3D views of the uterine epithelium on day 6 morning, when clear crypts and extended glands should be observed around attached blastocysts (Fig. 5b) [6]. In contrast to the well-developed crypts in control uteri, *Lif* eKO and uKO uteri failed to undergo epithelial morphological transformation (Fig. 5b, upper panel). Notably, while blastocysts collocated on the anti-mesometrial side in *Lif* eKO uteri, the luminal epithelium in *Lif* uKO uteri appeared unclosed, with blastocysts floating in the center of the luminal cavity (Fig. 5b, upper panel and Supplementary Movies 1–4). These different phenotypes between eKO and uKO mice may have been caused by the remaining stromal Lif in *Lif* eKO mice. Similarly, *Stat3* eKO mice abrogated the transformation of the epithelium surrounding blastocysts, with cylindrical luminal layers and curled glands (Fig. 5b, upper panel). rLif treatment during the receptive phase ameliorated crypt formation in *Lif* eKO mice on day 6 (Fig. 5b, lower panel, Supplementary Movies 5). However, *Lif* uKO mice exhibited poor chamber formation even after rLif treatment, although the embryo was located on the anti-mesometrial pole (Fig. 5b, lower panel, Supplementary Movies 6). These differential effects of exogenous Lif in the different Lif mutants demonstrated that epithelial Lif evokes embryo attachment but is insufficient for full implantation chamber formation in the absence of stromal Lif surrounding the attached blastocysts. Furthermore, we did not observe crypt formation in *Stat3* eKO mice, even after rLif injection (Fig. 5b, lower panel, Supplementary Movies 7), indicating that Lif requires subsequent Stat3 activation in the epithelium to exert its functions during the peri-implantation period. Notably, rLif treatment in pseudopregnant females did not induce crypt formation (Fig. 5c). These observations suggest that the Lif–Stat3 axis triggers the epithelium to form embryo implantation chambers in response to the presence of blastocysts.

## Discussion

In this study, we elucidated the uterine physiological role of Lif using mice with conditional KO of *Lif* in the uterine epithelium or the whole uterus. *Lif* eKO mice compromised the transition of epithelial gene expression from the receptive to the embryo attachment phase, resulting in aberrant crypt formation. *Lif* deletion in both the epithelium and stroma further abrogated early pregnancy events, with failed luminal closure. We previously reported that mice with eKO of *Lifr* and *Stat3* resulted in infertile phenotypes with abnormal epithelial morphology [15, 16]. In this study, we observed normal PDS in *Lif* eKO and uKO mice, indicating that the anomalies in the *Lif-*deleted epithelium are not due to sustained proliferation of epithelial cells. Similarly, *Lifr* eKO/uKO and *Stat3* eKO uteri also maintained normal PDS [15, 16], whereas mice lacking uterine *Gp130* or stromal *Stat3* have defective PDS in the receptive phase [12, 15]. These data suggest that Lif regulates epithelial morphology via the epithelial Lifr–Stat3 axis (Fig. 6). Stromal Gp130 and Stat3 may be activated by other cytokines to contribute to appropriate PDS during the blastocyst-receptive phase.

**Fig. 6:**
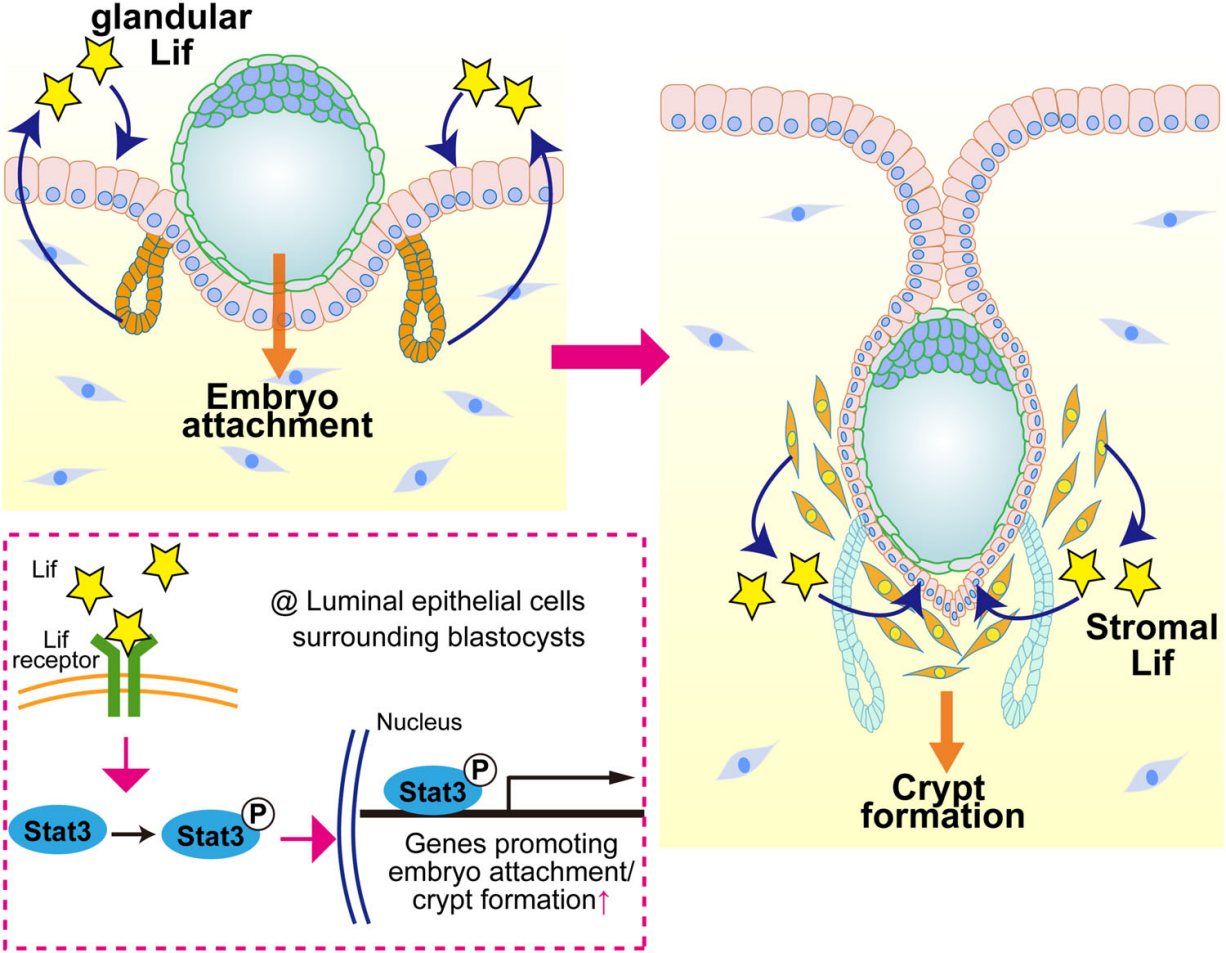
Schematic diagram of the spatiotemporal functions of Lif in the uterus during the peri-implantation period. During the receptive phase (day 4), glandular Lif activates Stat3 in the luminal epithelium, facilitating gene expression required for embryo attachment. Once the embryo is attached, stromal Lif is induced in the vicinity of blastocysts to promote crypt formation by activating Stat3 in the embryo-attached epithelium.

Experiments using exogenous Lif revealed the differential roles of Lif before and after embryo attachment. Glandular epithelial cells produce high levels of Lif during the receptive phase. Lif expression is then induced in the stroma surrounding attached embryos [9]. In *Lif* eKO mice, exogenous Lif treatment during the receptive phase ameliorated embryo-chamber formation, whereas in *Lif* uKO mice, it only improved embryo attachment. These results demonstrate that a first wave of epithelial Lif is critical for embryo attachment but insufficient to cause crypt formation in the absence of stromal Lif. Exogenous Lif injections could not produce epithelial crypts in pseudopregnant uteri; hence, the presence of blastocysts is critical to prime the second wave of Lif. Intriguingly, RNA-seq analysis indicated that Lif does not directly trigger blastocysts to implant, whereas Lif-induced chamber formation requires blastocysts. As Lif activates Stat3 signaling in the luminal epithelium upon embryo attachment, Stat3 may be key to inducing certain secretory molecules that stimulate blastocysts. In agreement with our hypothesis, pStat3 levels were suppressed in the Lif-deficient epithelium. In addition, Lif-deficient uteri and *Stat3* eKO uteri exhibited similar anomalies in crypt formation, with poor evagination of the luminal epithelium. While Lif is dispensable for gene expression regulation upon embryo attachment, blastocysts underwent diapause the absence of uterine Lif (Fig. 1f). Lif supplementation in delayed implantation reportedly activates dormant blastocysts, causing embryo implantation [22]. Hence, Lif likely influences gene expression in blastocysts once they undergo diapause. Investigating uterine and embryonic transcriptomes during delayed and activated implantation in Lif–Stat3-deleted uteri would yield valuable insights.

While our current findings unveiled previously unknown mechanisms of uterine Lif using *Lif* eKO and uKO mice, it remains unclear how stromal Lif functions following embryo attachment, particularly due to the lack of uterine stromal-specific deletion of Lif. In contrast to *Lif* uKO mice, which are completely infertile, some *Lif* eKO mice can progress through all stages of pregnancy to delivery (Figs. 1e and 4c). This may be attributed to the upregulation of stromal Lif in this context (Fig. 1d), although the increase in mRNA levels in *Lif* eKO mice is not statistically significant. Additionally, we found rLif treatment during the receptive phase can recover delivery rates in *Lif* eKO mice, but not *Lif* uKO mice, suggesting that stromal Lif plays a role in maintaining healthy pregnancy outcomes, including decidualization. It is also uncertain whether this system is conserved in other species, including humans. Uterine LIF has been identified in mammals beyond mice [21, 32, 33]. Human studies indicate LIF expression in uterine glands, peaking during the mid-secretory phase [21, 32] when the endometrium is receptive to blastocysts. However, our study had the following limitation: ethical considerations impede direct analysis of implantation sites in humans, the role of stromal LIF in the human uterus remains unclear. Distinct modes of embryo attachment and invasion in rodents and primates highlight the potential importance of glandular LIF in the human uterus. Histological research by Enders et al. demonstrated direct contacts between invading blastocysts and glands during embryo attachment to decidualization stages (https://www.trophoblast.cam.ac.uk/Resources/enders). The expressional and functional traits of uterine LIF across species warrants further investigation.

In conclusion, we demonstrated the spatiotemporal roles of uterine Lif in ensuring embryo attachment and crypt formation in the mouse uterus. Epithelial Lif is pivotal for facilitating embryo attachment, followed by the formation of deeply crypted epithelial chambers driven by blastocysts, potentially through stromal Lif induction. In the epithelium, Lif activates Stat3 via phosphorylation, promoting embryo implantation. Nevertheless, the mechanism by which the Lif-Stat3 axis triggers blastocyst activation from diapause warrants further investigation.

## Methods

### Generation of *Lif*-loxP mice

A *Lif* targeting vector (*Lif*^*tm1e(EUCOMM)Wtsi*^ vector) was provided by the European Conditional Mouse Mutagenesis Program (EUCOMM). In the targeting vector, *Lif* exon 3 and part of exon 4 are flanked with loxP sites, and an L1L2_Bact _P cassette flanked by flippase recognition target (FRT) sites is inserted between exons 2 and 3 (Supplementary Fig. 2). EGF-G01 ES cells were electroporated with the targeting vector and selected using G418 and ganciclovir (Thermo Fisher Scientific, Waltham, MA, USA), as reported previously [34]. These ES cells were used to generate chimeras through injection into blastocysts from C57BL/6 N females (SLC, Shizuoka, Japan). To obtain chimeric mice, these blastocysts were transferred into pseudopregnant ICR wild-type females (SLC). The chimeric mice were mated with wild-type C57BL/6 N mice (SLC). F1 agouti offspring were analyzed for homologous recombination and crossed with CAG-Flpo mice to remove the L1L2_Bact _P cassette flanked by FRT sites and establish *Lif-loxP*/+ mice [35] (Supplementary Fig. 2). *Lif-loxP*/+ mice were intercrossed to generate *Lif-loxP/loxP* mice containing homozygous recombinant alleles.

### Generation of *Lif* uKO and eKO mice

*Lif-loxP/loxP*, *Ltf-iCre*, and *Pgr-Cre* mice were used in this study. Lactoferrin (Ltf) is expressed in the uterine epithelium [36], whereas progesterone receptor (Pgr) is expressed in the entire uterus (i.e., epithelium, stroma, and myometrium) [37] (Fig. 1b). *Lif-loxP/loxP* females were crossed with *Ltf-iCre* and *Pgr-Cre* males to generate mice with deletion of *Lif* in the epithelium (*Lif* eKO mice) or the whole uterus (*Lif* uKO mice), respectively.

### Evaluation of pregnancy outcomes

To examine pregnancy outcomes, *Lif* eKO, *Lif* uKO, or *Lif-loxP/loxP* female mice were mated with C57BL/6 N fertile male mice, as previously reported [15, 16]. The day when the vaginal plug was detected was considered day 1 of pregnancy. Pregnant mice were euthanized by cervical dislocation on designated days of pregnancy for the evaluation of pregnancy phenotypes and sample collection. On day 4, one uterine horn was flushed with saline to confirm the presence of blastocysts. Embryo attachment sites were observed as blue bands promptly after intravenous injection of 1% solution of Chicago blue dye (Sigma Aldrich, St Louis, MO, USA) in saline as of day 5 [23]. When no embryo attachment sites were observed, uterine horns were cut and flushed with saline to collect embryos. All mice were housed in the University of Tokyo Animal Care Facility according to the institutional guidelines for the use of laboratory animals.

### rLif treatment

rLif injections were performed as previously reported [24]. The rLif expression vector was kindly gifted by Prof. Eichi Hondo [38]. To determine the function of Lif, female mice received rLif (20 µg/head, *i.p*.) at 10 am and 6 pm of day 4 of pregnancy or pseudopregnancy. For RNA-seq analyses, mice were dissected 2 h after the last injection. Otherwise, tissues were collected on day 5 or 6 morning as outlined in Fig. 3a.

### Isolation of mouse uterine epithelial and stromal cells

Uterine epithelium and stroma were collected as previously reported [26, 31]. Briefly, on day 4 morning, mouse uteri were digested in 25 mg/mL pancreatin (Sigma Aldrich) and 6 mg/mL dispase in DMEM/F12 (Gibco, Waltham, MA, USA). The tissues were incubated at 4 °C for 1 h, room temperature for 1 h, and at 37 °C for 10 min. Epithelial cells were collected and incubated in TRI Reagent (Molecular Research Center, Cincinnati, OH, USA) for RNA extraction. The remaining tissues were further digested in 10 mg/mL collagenase (Fujifilm Wako, Osaka, Japan). After filtration through a 70-µm mesh (Falcon, Corning, NY, USA), the cells were cultured in DMEM/F12 containing 10% charcoal-stripped fetal bovine serum (Hyclone, Logan, UT, USA) in a 60-mm dish (Thermo Fisher scientific). After 30 min, the medium was refreshed to remove immune cells. After an additional culture for 5.5 h, stromal cells attached to the dish were suspended in TRI Reagent.

### RNA extraction and quantitative reverse transcription

RNA was extracted from homogenized tissues using TRI Reagent (Molecular Research Center) according to the manufacturer’s protocol. The quality and quantity of extracted RNA were examined by Nanodrop (Thermo Fisher Scientific). cDNA was synthesized from the extracted RNA using ReverTra Ace qPCR RT Master Mix with gDNA Remover (TOYOBO, Shiga, Japan). qPCR was performed using the THUNDERBIRD SYBR qPCR Mix (TOYOBO). The housekeeping gene *Actb* was used for internal standard normalization. Relative expression levels were determined using the ΔΔCt method [39]. The primer sequences were as follows: *Lif* 5′-GCTATGTGCGCCTAACATGA-3′ and 5′-AGTGGGGTTCAGGACCTTCT-3′; *Actb* 5′-TGTTACCAACTGGGACGACA-3′ and 5′-GGGGTGTTGAAGGTCTCAAA-3′.

### Embryo collection for RNA-seq

Females of each genotype were sacrificed on day 4 evening as outlined in Fig. 3a. Blastocysts were collected from the uterine horns by flushing with PBS. Forty-four blastocysts from eight control mice, 46 from *Lif* eKO mice, and 51 from *Lif* eKO mice treated with rLif were collected. The blastocysts were pooled into one sample per experimental group. RNA was extracted using a NucleoSpin RNA kit (Takara, Osaka, Japan) according to the manufacturer’s protocol.

### Laser microdissection of the epithelium

Uterine tissues were collected from *Lif-*floxed, *Lif* eKO, and rLif-treated *Lif* eKO mice at 8 pm on day 4. One side of the uterine horn was flushed with PBS to collect blastocysts and confirm pregnancy. The other side of the uterine horn was snap-frozen for cryosectioning. Laser microdissection was performed as described previously [18, 27]. Luminal epithelia of each section were microdissected using an LMD7000 system (Leica Microsystems, Wetzlar, Germany). For each group, RNAs from three independent samples were pooled into one sample for RNA-seq.

### RNA-seq

RNA extracted from laser microdissection samples or blastocysts was processed using a SMART-seq v.4 Ultra Low Input RNA Kit (Takara) and subjected to RNA-seq using the BGI RNA-seq service (BGI, Hong Kong, China; www.bgi.com) according to the standard protocol. The data were analyzed as previously reported [27]. In brief, raw paired-end RNA-seq reads were aligned to indexed mouse genome (GRCm38/mm10) by HiSAT2 [40]. The reads per kilobase of exon per million mapped sequence reads were counted using the FeatureCounts function in Subread (v.2.0.0) [41]. MA plots were generated and k-means clustering performed using trinityrnaseq (v.2.0.6) [42]. DEGs were defined based on a log2 fold change > |1| and false discovery rate < 0.05 using edgeR. Heatmaps of the DEGs were created using Morpheus (https://software.broadinstitute.org/morpheus/). Genes in each cluster were subjected to comparative and GO analyses using Enrichr (https://amp.pharm.mssm.edu/Enrichr/) [43].

### Immunofluorescence

Frozen sections (12 μm) were used for immunofluorescence. After fixation in 4% paraformaldehyde in PBS, the sections were incubated with primary antibodies to Ki67 (Thermo Fisher Scientific, SP6, 1/300), Pgr (8757, 1:300; Cell Signaling Technology, Danvers, MA, USA), Esr1 (ab32063, 1:300; Abcam, Cambridge, UK), Cox-2 (160106, 1:300; Cayman, Ann Arbor, MI, USA), pStat3 (ab76315, 1:100; Abcam), and CK8 (TROMA-I, 1:300; DSHB, Iowa city, IA, USA). Signals were detected using Alexa Fluor 555-conjugated anti-rabbit immunoglobulin G (A21428, 1:500; Thermo Fisher Scientific), Alexa Fluor 488-conjugated anti-rat immunoglobulin G (A11006, 1:500; Thermo Fisher Scientific), and 4, 6-diamidino-2-phenylindole (1:500; Dojindo, Kumamoto, Japan). Images were acquired using an AXR confocal microscopy system (Nikon, Tokyo, Japan). Quantification of immunostaining of the target protein per each cell type (Supplementary Fig. 3) was performed using ImageJ (NIH).

### 3D visualization of implantation sites

3D visualization of day 6 implantation sites was performed as previously reported [6]. To stain luminal and glandular epithelial cells, day 6 tissues were incubated with an anti-E-cadherin antibody (24E10, 1:500; Cell Signaling Technology) and then with an anti-rabbit antibody conjugated with Alexa 555 (A21428, 1:500; Thermo Fisher Scientific). 3D images were acquired using LSM 880 (Carl Zeiss, Oberkochen, Germany) and AXR (Nikon) microscopes. To construct a 3D structure from the images, the surface tool in Imaris (v.9.8, Oxford instruments, Abingdon-on-Thames, UK) was used.

### Measurement of serum P_4_ levels

Blood samples were collected from mice on the indicated days of pregnancy. Serum P_4_ levels were measured as described previously [18], using a Progesterone EIA kit (582601, Cayman).

### Statistical analysis

Statistical analyses were performed using a two-tailed Student’s *t*-test or one-way ANOVA followed by Bonferroni post-hoc tests in Prism9 (GraphPad, San Diego, CA, USA). Significance was set at *P* < 0.05.

## Supplementary information

Supplementary_Information

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Table 1

Table 2

Table 3

Table 4

Table 5

## Data Availability

RNA-seq data reported in this study were deposited to the Gene Expression Omnibus (accession no. GSE 253371 and GSE254815).

# Supplementary material for: Spatiotemporal functions of leukemia inhibitory factor in embryo attachment and implantation chamber formation
**Source:** Cell Death Discov. 2024 Nov 25;10:481. doi: 10.1038/s41420-024-02228-4
**Supplement:** Supplementary file 1 — Supplementary_Information

# Supplementary figures

##
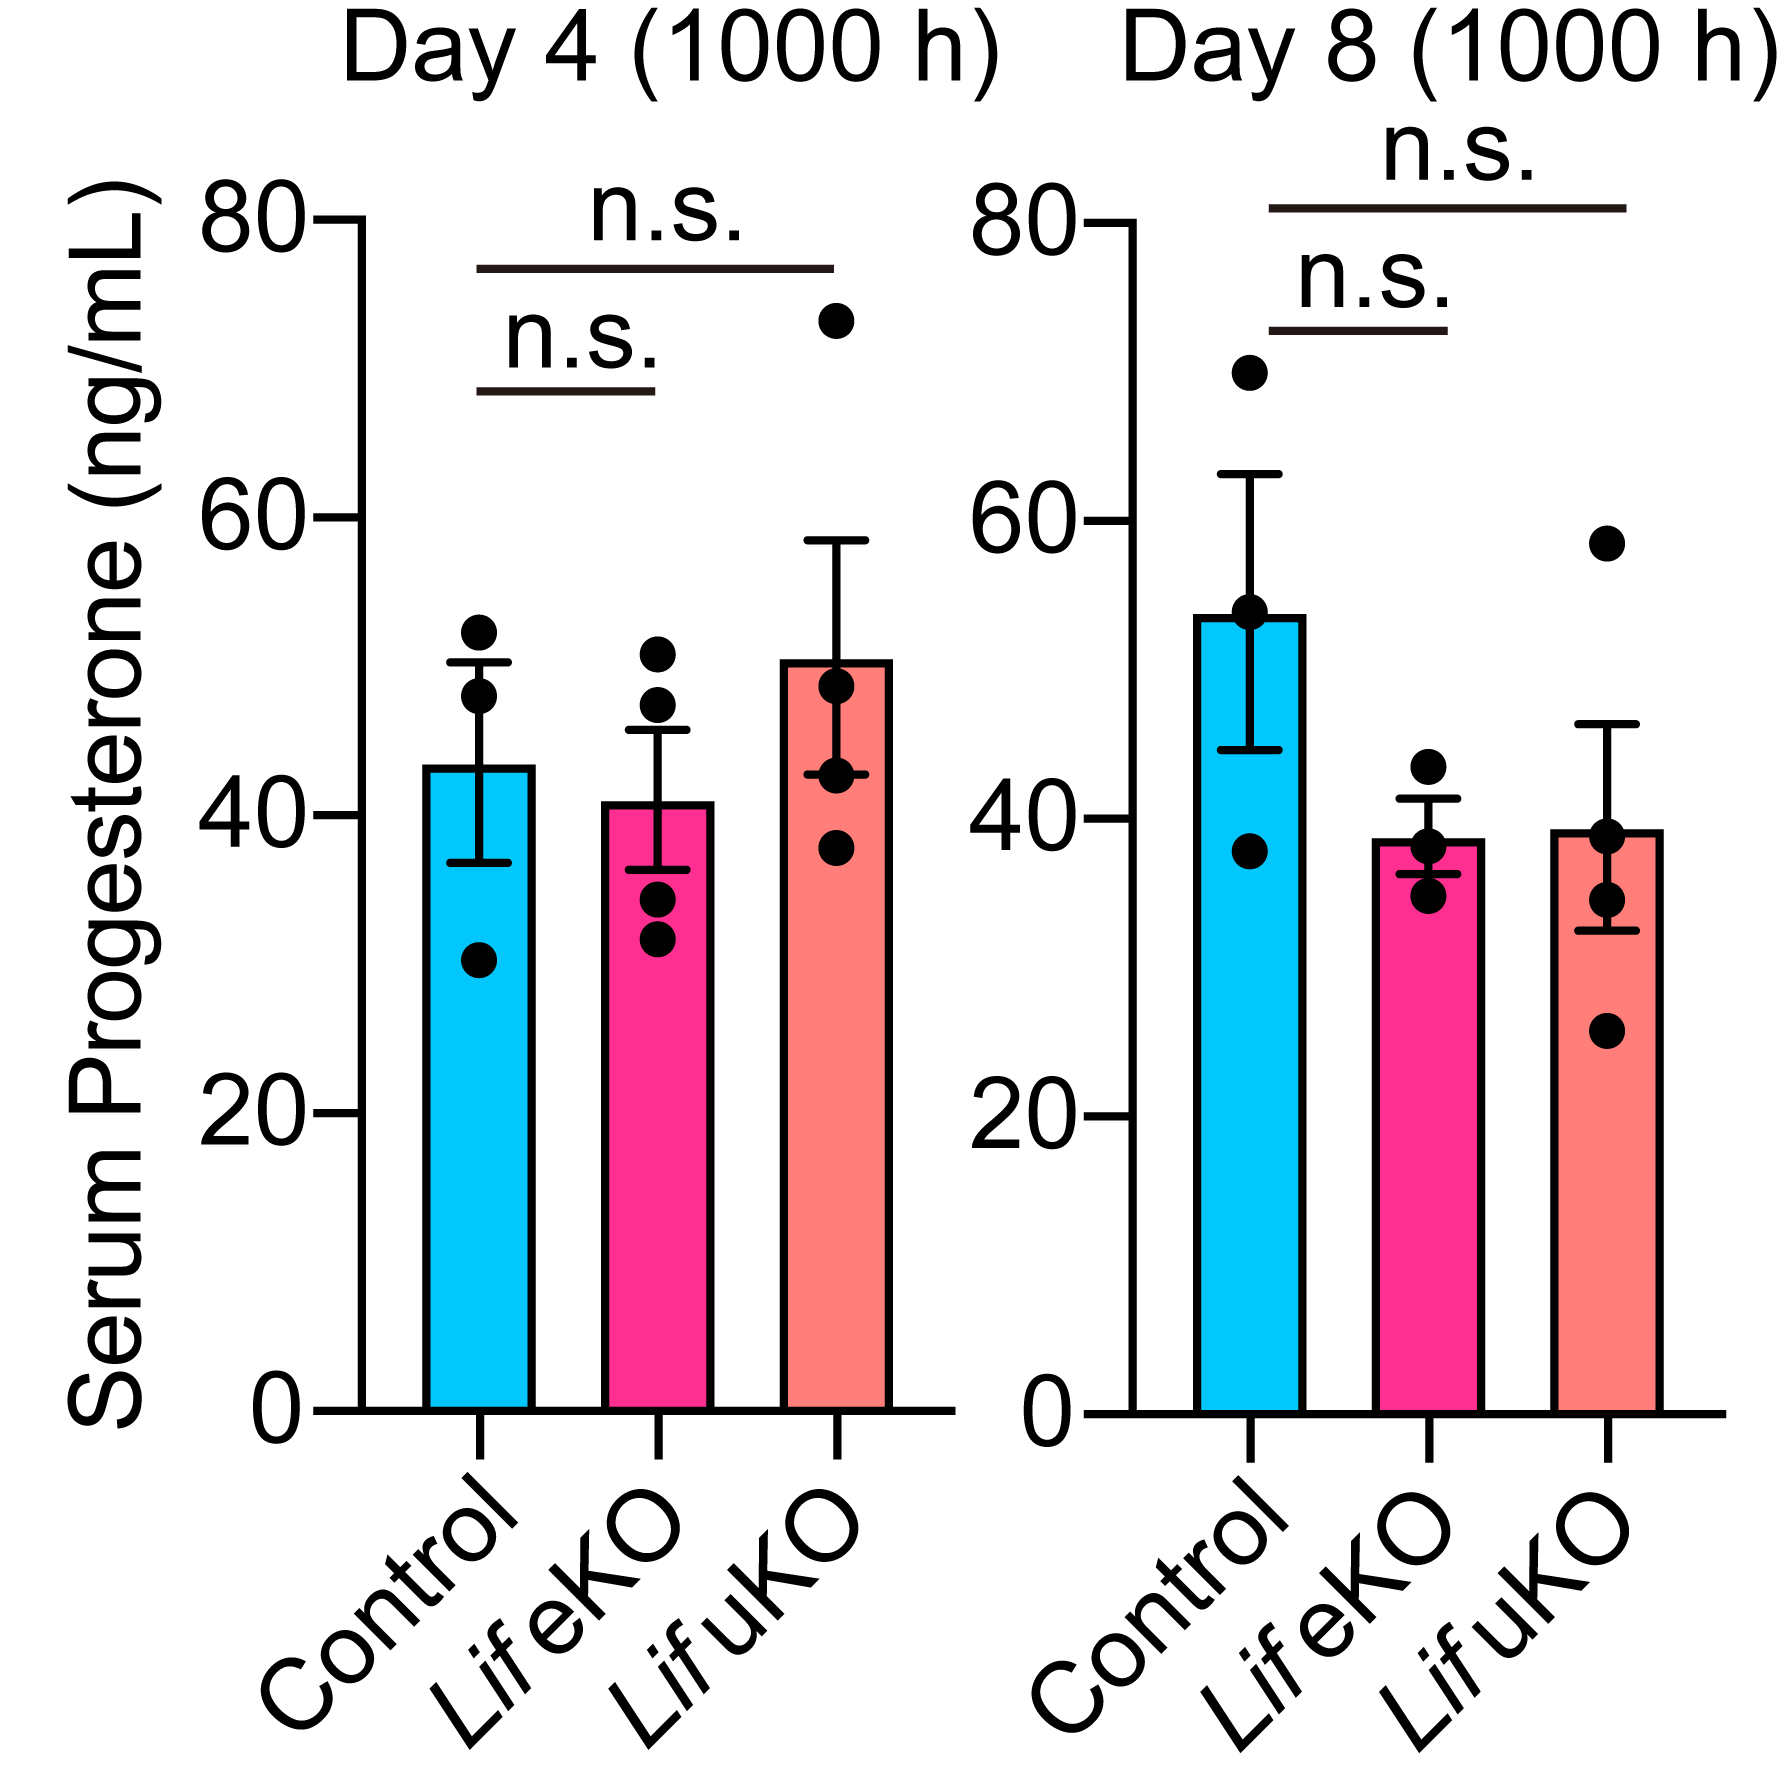

## Supplementary Figure 1. Comparable serum P_4_ levels in each genotype.

Sera were collected in the morning on day 4 or 8 of pregnancy. n = 3−4 for each genotype. n.s.: not significant (Student’s *t*-test).

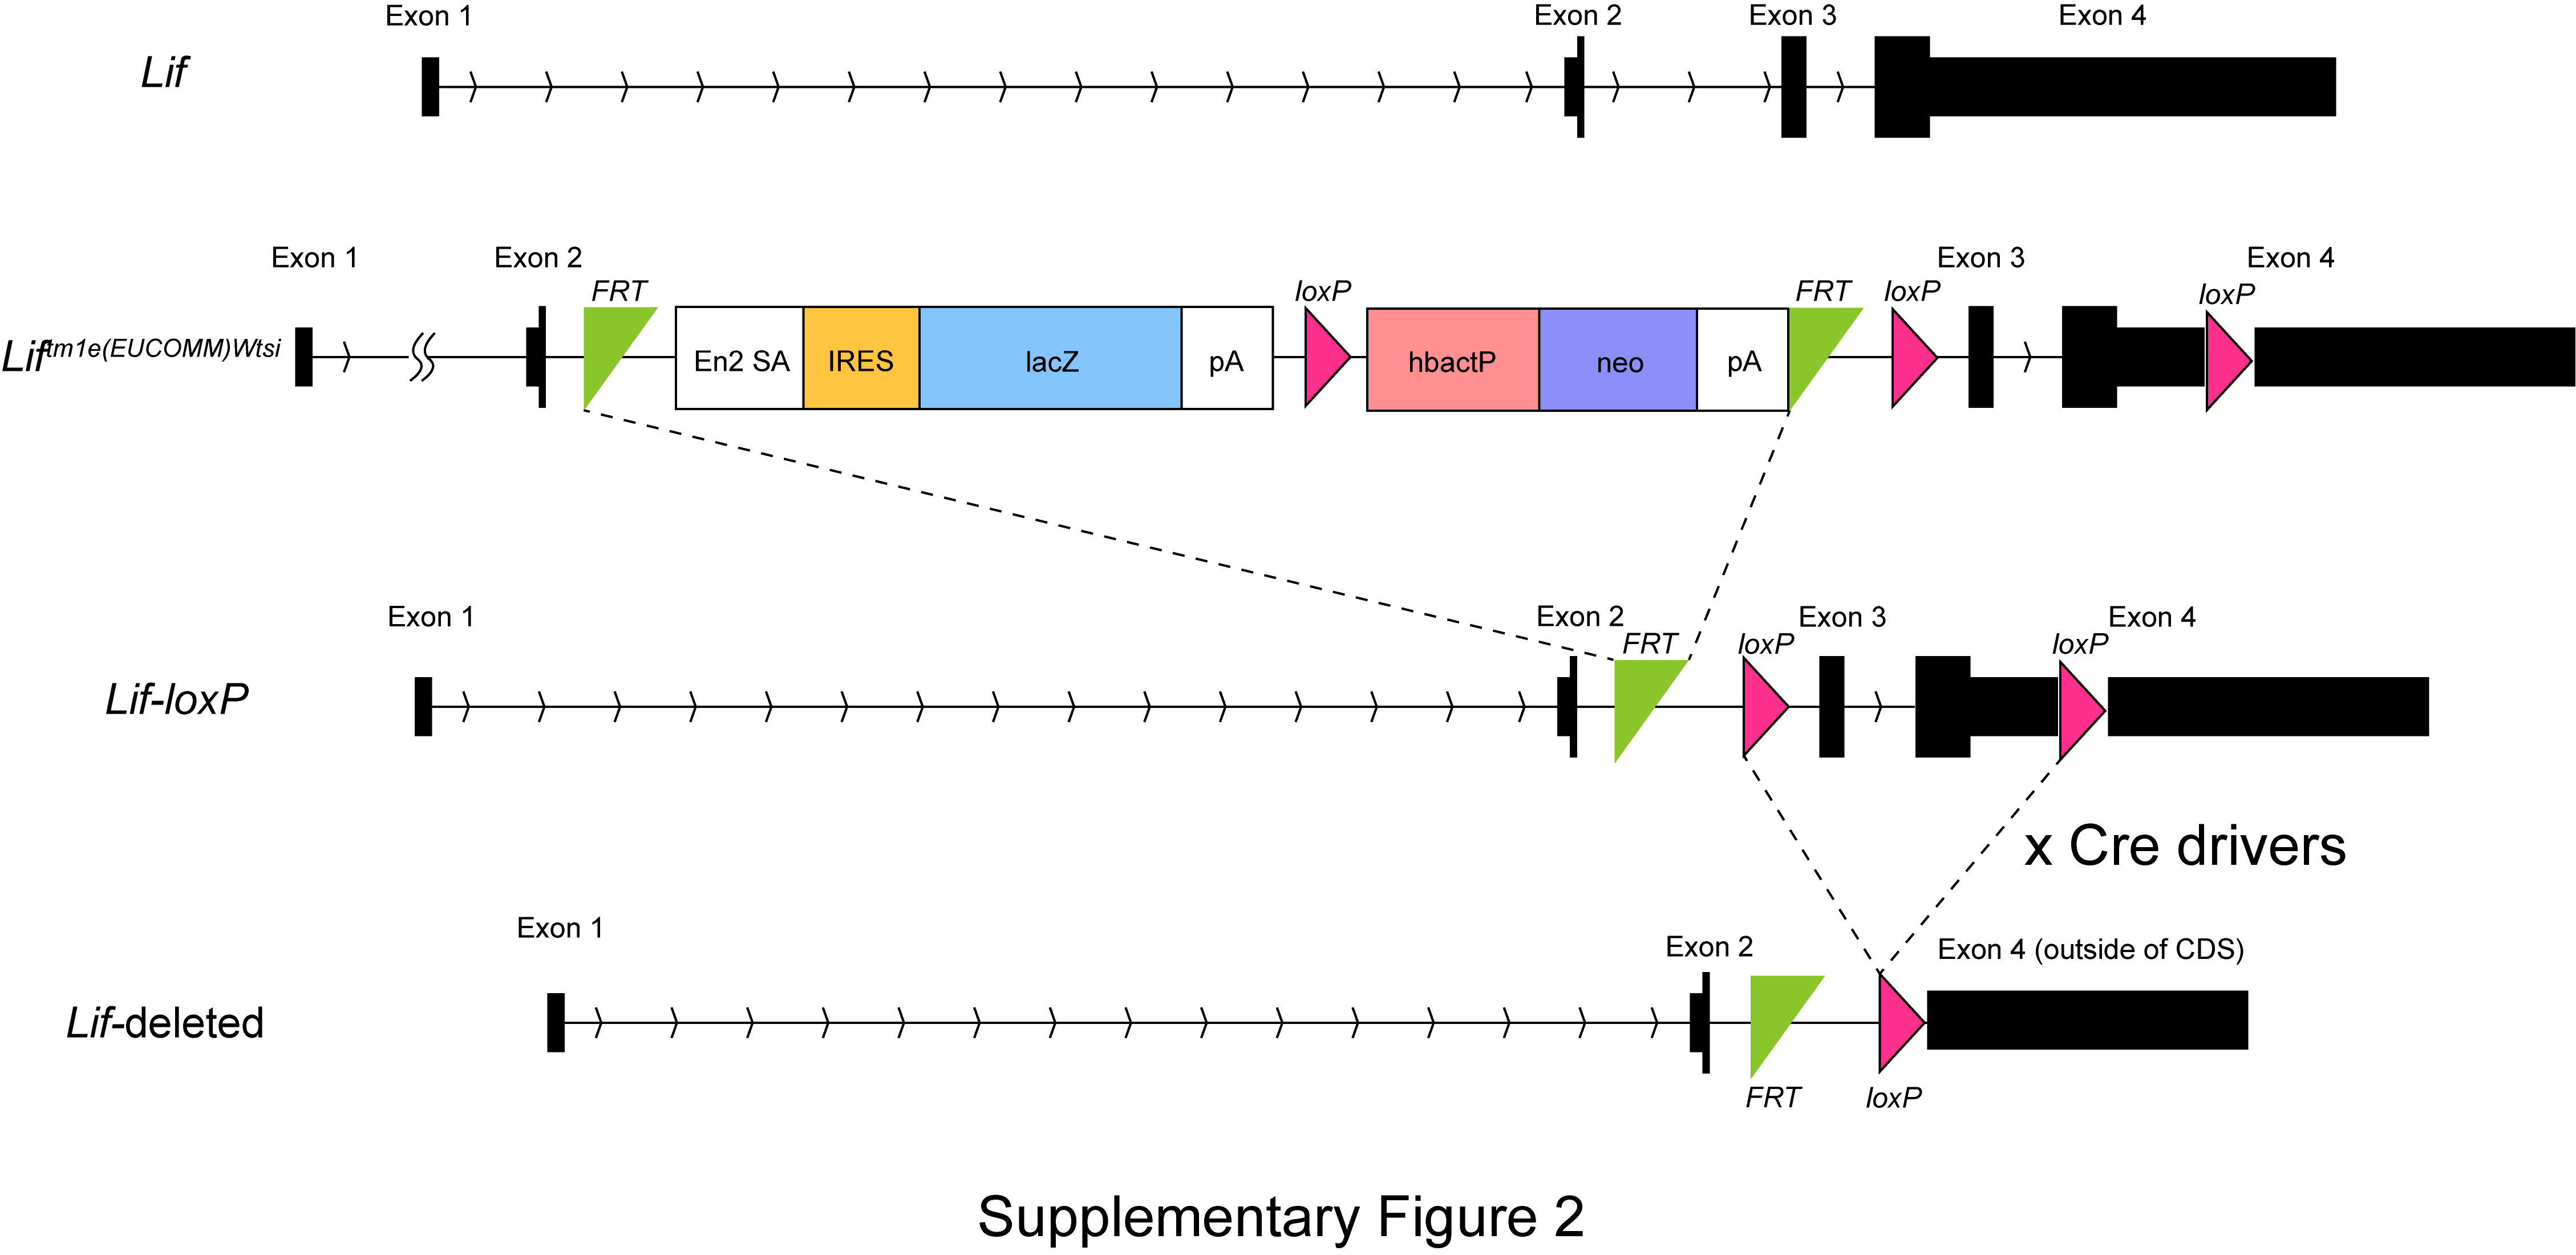

## Supplementary Figure 2. Schematic diagram of the *Lif-*floxed and conditional deletion system.

*Lif* exon 3 and the open reading frame region of exon 4 are flanked by loxP sites. An L1L2_Bact _P cassette flanked by FRT sites was inserted between exons 3 and 4. The FRT-flanked site was removed by mating mice with CAG-Flpo one.

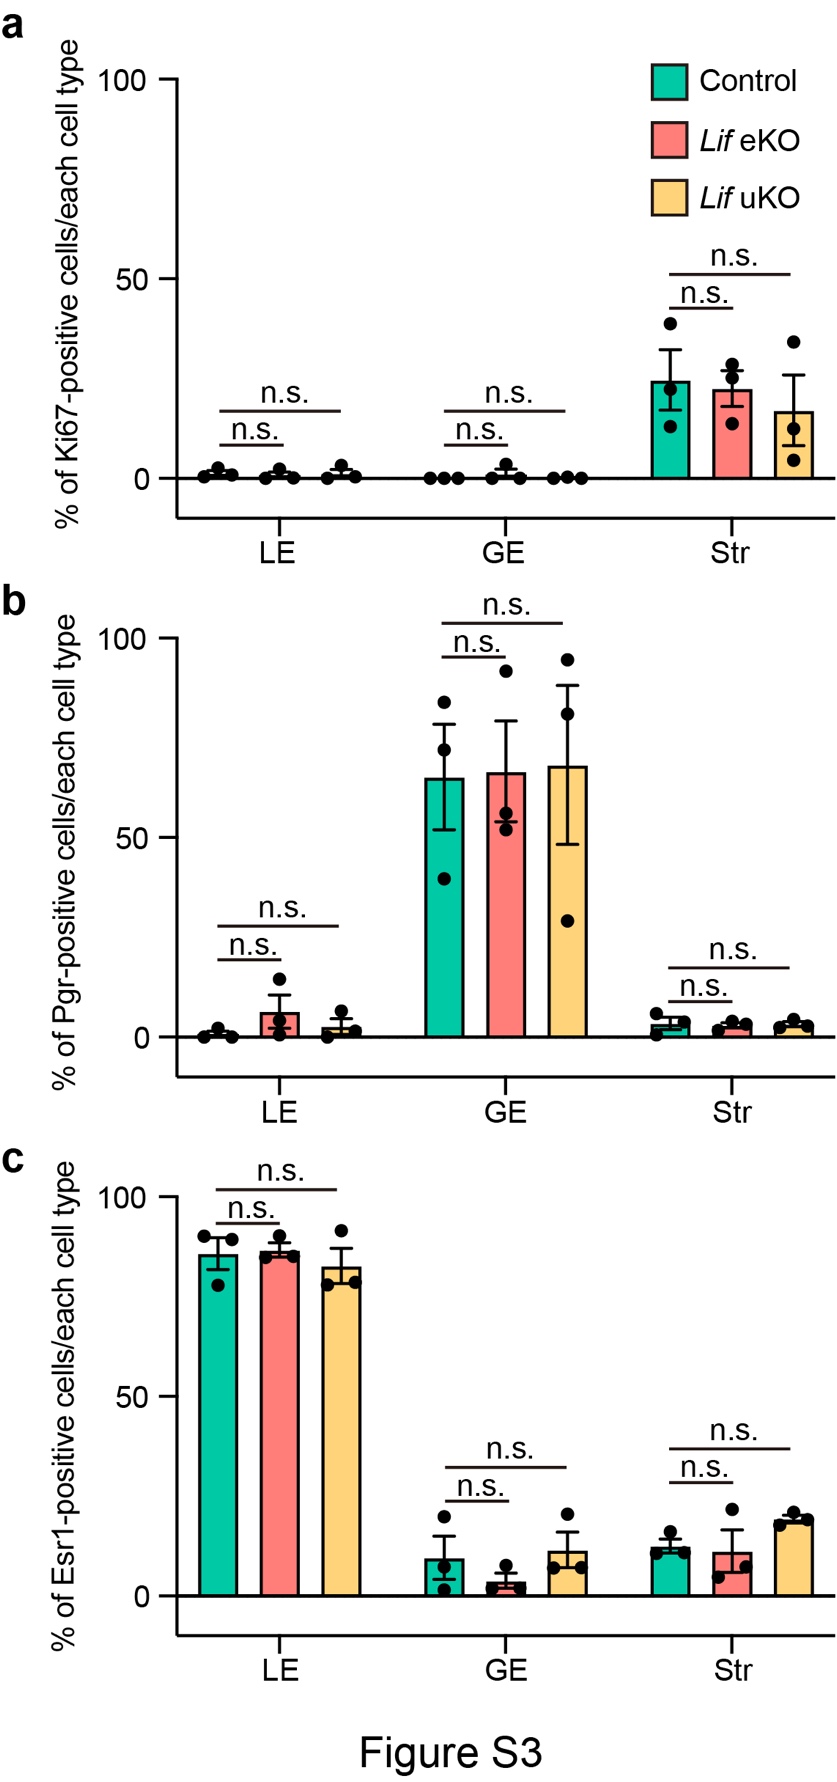

## Supplementary Figure 3. Quantifications of immunofluorescence images in Figure 2.

Quantification of immunostaining signaling of Ki67 (**a**), Pgr (**b**), and Esr1 (**c**) per each cell type was performed. Data are presented as mean ± SEM. n.s.: not significant using two-way ANOVA followed by Bonferroni’s post-hoc test. n = 3 for each genotype.

# Supplementary Movie Legends

**Supplementary Movie1 (separate file).** A 3D view of control pregnant uteri on day 6. See also Figure 5b.

**Supplementary Movie 2 (separate file).** A 3D view of *Lif* eKO pregnant uteri on day 6. See also Figure 5b.

**Supplementary Movie 3 (separate file).** A 3D view of *Lif* uKO pregnant uteri on day 6. See also Figure 5b.

**Supplementary Movie 4 (separate file).** A 3D view of *Stat3* eKO pregnant uteri on day 6. See also Figure 5b.

**Supplementary Movie 5 (separate file).** A 3D view of pregnant uteri on day 6, collected from rLif-treated *Lif* eKO. See also Figure 5b.

**Supplementary Movie 6 (separate file).** A 3D view of pregnant uteri on day 6, collected from rLif-treated *Lif* uKO. See also Figure 5b.

**Supplementary Movie 7 (separate file).** A 3D view of pregnant uteri on day 6, collected from rLif-treated *Stat3* eKO. See also Figure 5b.

How the deposited data were processed for this re-analysis (not part of the article)

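RNA-seq of the luminal layer of wild-type uteri was analysed in 5 libraries, 1 each from day 3 morning, day 4 morning and day 4 evening and a pair from day 5 morning, away from the attached embryo and around it. The paper describes laser microdissection, SMART-seq v.4 amplification, paired-end sequencing, alignment with HISAT2 to GRCm38/mm10 and counting with featureCounts. The authors deposited raw counts per gene for these libraries in 1 table of 23420 genes, with integer values and no normalization. The same table holds the chromosome, start and end of each gene and a gene length that the authors' counting tool gave in bases, which was used for RPKM. The libraries of *Lif* floxed, *Lif* eKO and rLif-treated uteri were not analysed here. Their values enter through Tables 1, 3, 4 and 5 of the paper, marked as the paper's.

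Counts were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and tested in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Correlations and intervals used scipy 1.17.1, and plots used matplotlib 3.10.9. Library sizes were scaled by TMM. Log2 CPM values carry a prior count of 2, and genes with a mean CPM of at least 1 over the 5 libraries were kept, which left 12918 genes. Genes were called with the exact test at a fixed dispersion of 0.1, a false discovery rate under 0.05 and a log2 fold change beyond 1 in either direction. With 1 library per condition the dispersion cannot be estimated from these counts, so a call compares a pair of libraries and not the conditions. The dispersion implied by the fold changes and p-values of well-expressed genes was 0.109 over 21 genes of Table 1 and 0.114 over 30 genes of Table 3. For the *Lif* epithelia, the paper pooled the RNA of each group into 1 sample, so its p-values cannot rest on variation between replicate libraries. The implied values therefore reflect a dispersion assumed for the paper's test, which its text does not name, and not measured variation. They show that 0.1 is close to that setting and are no evidence that 0.1 is the true dispersion. The names of 27 genes in the deposited table had the form of dates, and they were kept under those names.

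The total counts ranged from 15334674 to 19529491, and between 15274 and 15888 genes were counted at least once. The floor of 3 counts equals 0.154 CPM in the deepest library and 0.196 CPM in the shallowest. A fold against a library at or under this floor is computed against 3 counts and given as a lower bound, which does not include the counting error of the floor. The 10 genes with the most counts took from 19.3% to 29.6% of a library.

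Lists of genes were summarised by the median log2 change with its interval and by the place of that median among 10000 random lists drawn from 20 expression bins. Lists were taken from the tables of the paper. For Tables 1 and 3 the genes were selected with a p-value cutoff set here from the number of differential genes in Fig. 3b. The genes of Table 4 were clustered by the authors partly on these wild-type libraries, while those of Tables 1 and 3 were selected without them. Most single genes were named by a fixed rule. Named were the uterine genes in the text of the paper, the 3 genes with the largest change in each Lif group, the ends of each list of Table 5, and the 5 genes with the largest change in each direction. These 5 were taken for day 5 away from the embryo against day 4 morning and for the day 5 libraries against each other. Outside this rule, other members of Table 5 lists, genes called in opposite directions and embryo markers were also named. For the ranked genes a mean of at least 10 CPM was required.

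The choices of library scaling, prior count, filter, dispersion, gene lists and the rule that selects the day 5 library closest to Table 4 were made before the data were examined. Alternatives among them were DESeq2 size factors, library totals, a prior count of 0.5, log2(RPKM + 1), no filter, a mean CPM of at least 5, dispersions of 0.2 and 0.4, the other day 5 library, the mean of both and their summed counts. Library totals without Rn45s and Lars2, log2(RPKM + 1) with library totals, the day 4 evening and day 3 results, the separate clusters and the comparisons between the day 5 libraries were added after the data had been seen.

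The calls were tested on simulated data with 200 changed genes among 12918. At a true dispersion of 0.1, 94% of the 16-fold and 20% of the 4-fold changes were recovered, with 7 false calls among 12718 unchanged genes. At a true dispersion of 0.4 there were 2482 false calls. For lists, 19 of 400 simulated unchanged lists fell in the outer 5% of the random lists, 389 of the 400 intervals held 0, and 20 of 20 shifted lists were found. The simulated changes were independent between genes and the lists were drawn at random. The simulation therefore checks the code and does not cover lists of genes that change together. The number of unchanged lists was raised after a smaller trial, without a change to the method.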

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

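All tests of the patterns in this part were chosen only after the results were seen, and the tests of RNA from muscle, gland, leukocytes and endothelium were added once the muscle markers were seen to be higher around the embryo.

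Ptgs2 encodes Cox-2 (chromosome 1 of GRCm38/mm10, 150100124 to 150108012, protein-coding). It had 1553 counts on day 3 morning, 335 on day 4 morning and 972 on day 4 evening. On day 5 it had 67 counts away from the embryo and 8256 around it. Its log2 change from day 4 morning was -2.36 [-2.79, -2.01] away from the embryo and 4.69 [4.54, 4.86] around it. Against day 4 morning it was also higher on day 3 morning (2.22) and on day 4 evening (1.71), before the day 5 libraries. Ptgs2 stands out because the direction is opposite in the day 5 libraries. Their labels also name different poles of the uterus, the M pole away from the embryo and the AM pole around it, and position cannot be separated from nearness to the embryo here. Exchanged labels go against the counts, since 0 embryo markers were found only in the library away from the embryo. The scaling goes against them too, as the highest change away from the embryo under any setting was -1.38. The stroma markers went both ways, with 3 of 8 higher around the embryo and a median of -0.55 around against away. As a set they show no larger share of RNA from stroma around the embryo, but they do not exclude it. Induction of Ptgs2 within the stroma that both libraries hold was not tested, and the paper describes Cox-2 in the stroma near attached embryos. The muscle markers were 2.89 higher around the embryo, less than the 7.04 of Ptgs2, so RNA from muscle in that proportion would not give the whole difference, and a part of it is undecided. RNA from the attached embryo, with 5 markers counted only around it, cannot be told apart from a change in the epithelium. The paper cites earlier work for Cox-2 near attached embryos. It also reports its own staining, with a distinct Cox-2 signal in control uteri and a weak one in the luminal epithelium of *Lif* eKO and uKO uteri. In these counts a local rise in the epithelium remains a hypothesis.

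Against day 4 morning, 14 genes were called higher around the embryo and lower away from it, and 9 were called lower around it and higher away from it. They stand out because a single day 5 column would hide them. The difference in direction was not tested with replicates. The 14 include Bhlhe40, H19, Hk2, Pdk1, Ptgs2, Pthlh and Slc7a11, and the 9 include Cxcl12, Dkk2, Gm14446, Ifit3, Lrrn3 and Sostdc1. At a dispersion of 0.2 the counts were 2 and 0, so most of these calls depend on the dispersion. No biological explanation was tested for them.

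Cluster 3 was higher around the embryo than away from it by a median of 2.49 [1.37, 2.94], with 38 of 44 genes higher. It stands out because the paper gives 1 day 5 value per gene. That value is closest to the library away from the embryo, so the cluster was formed partly on its level there. This selection favours a difference in this direction and was not tested for cluster 3. The lists made without the wild-type libraries went both ways around against away. Their medians were 0.87 [0.34, 1.25] for Table 3 and -0.35 [-0.61, 0.05] for Table 1. These lists are not limited to cluster 3 and do not settle the question. The different poles named in the labels were not separated from nearness to the embryo either. Scaling by library totals left 2.15, and a regression on GC content and gene length left 2.37 over the 95.5% of genes with a GC value, so neither setting removes the difference. The regression changed the median little, and a bias that it does not model was not tested. The marker medians of stroma (-0.55), leukocytes (-1.98) and endothelium (-0.18) were negative around against away. Single markers went both ways, with 3 of 8, 1 of 4 and 2 of 4 higher around the embryo. More RNA from these tissues is thus not seen for the sets as a whole, but it is not excluded. The muscle markers were higher around the embryo, by 2.89, as RNA from muscle would give. The 3 gland markers above the floor rose by 1.15. Gland RNA in that proportion would not give the whole difference, and a part of it is undecided. The 6 luminal epithelium markers were all higher around the embryo, with a median of 1.06, while dilution of the epithelium by other tissue would lower them. Embryo RNA is undecided as well, with 5 markers counted only around the embryo. Cluster 3 therefore cannot be told apart from RNA of muscle or embryo, and a response of the epithelium near the embryo is only a hypothesis.

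Of 8 markers of trophoblast or embryo, 5 were counted above the floor only in the library around the embryo. Pou5f1 had 68 counts there and Cdx2 had 22. They stand out because the sample is described as a luminal layer, and the 5 markers leave open how much RNA from the attached embryo the library holds. No other library had any of these 5 above the floor. Whether the embryo contributed to other genes was not tested.

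The 127 genes of Table 1 or Table 3 kept in the counts were already higher on day 4 evening than on day 4 morning. Their median difference was 1.69 [1.41, 2.35], with 114 higher. On day 3 morning they were also higher than on day 4 morning, by a median of 0.42 [0.02, 0.77], with 78 higher and 46 lower. The evening rise is thus measured from a morning level below that of day 3. The rise stands out because the paper does not use the wild-type evening library. With library totals the median was 1.75, after regression on GC content and length it was 1.63 over the 94.5% of genes with a GC value, and with totals without Rn45s and Lars2 it was 1.70. The rise is not removed by these settings, but they changed little, with a median of 0.048 over all genes for library totals. Rn45s and Lars2 took similar shares, 23.2% in the morning and 20.4% in the evening, so leaving them out is a weak test. The marker medians of gland (-2.53) and leukocytes (-0.27) were negative in the evening against the morning. Those of stroma were nearly unchanged (0.091), and those of endothelium (0.41) and muscle (1.35) rose by less than the genes, so RNA from these tissues in such proportions would not give the whole rise. A part of it from muscle or endothelium is undecided, and an early rise of Lif-dependent genes on day 4 evening is a hypothesis.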

How the results depend on the processing

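No paired analysis was possible because each condition has 1 library, and leaving a library out would remove the condition. Across all alternatives, 142 main values stayed the same and 38 moved. Of the other values, 495 stayed the same, 225 moved and 17 reversed. A count of genes is read as the same within 1.5 times the main count, a median, a correlation or a single gene within its interval. Why a value moved was not tested.

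With a dispersion of 0.2, 323 genes were higher and 326 lower on day 5 than on day 4 morning, 358 were higher and 137 lower around the embryo than away from it, and 2 and 0 genes were called in opposite directions. With 0.4 these values were 77, 77, 111, 11, 0 and 0. The share of genes higher around the embryo rose from 57.8% to 72.3% and 91.0%.

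With library totals, 878 genes were lower around the embryo than away from it against 585 with TMM, and the share higher went from 57.8% to 42.3%. Against day 4 morning the share higher away from the embryo went from 49.3% to 61.3%. The median change of all genes was then 0.28 away from the embryo, -0.062 around it and -0.36 between these, against -0.0086, -0.019 and -0.024 with TMM. The median of the Lif-suppressed genes was -3.05, and 2 genes reversed, Esr1 to 0.10 and Il6st to 0.029. Totals without Rn45s and Lars2, chosen after seeing the data, left 8 of the genes called higher around the embryo and lower away from it, and 43.8% of genes higher around it.

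With log2(RPKM + 1), the medians were 3.50 for the Lif-induced genes, -4.02 for the glutathione transferase genes and 1.23 for the genes of Table 1 or Table 3 on day 4 evening. With library totals added to that scale, chosen after seeing the data, they were -2.82 for the Lif-suppressed genes, -3.73 for the glutathione transferase genes, 1.29 on day 4 evening and 0.050 for clusters 4 and 5, and Esr1 (0.10) and Il6st (0.024) reversed. A prior count of 0.5 moved the glutathione transferase genes to -6.61.

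With a mean CPM of at least 5, 482 genes were higher and 343 lower around the embryo than away from it, and 9 and 5 were called in opposite directions. Without a filter, and with DESeq2 size factors, all 20 main values stayed within these limits. Without a filter 875 genes were higher and 867 lower on day 5 than on day 4 morning, and 1067 were higher and 709 lower around the embryo than away from it.

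With the other day 5 library, around the embryo, 1599 genes were higher and 1554 lower than on day 4 morning. The medians were 4.34 for the Lif-induced genes, 4.36 for the genes of Table 3 (rLif-treated against untreated *Lif* eKO), 4.24 for the cytokine genes and -7.54 for the glutathione transferase genes, and the correlation with the paper's control minus *Lif* eKO was 0.794. Single genes that reversed were Cdh1 (1.17), I830012O16Rik (-4.09), Ifit3 (-4.73), Il6st (1.00), Isg20 (0.72), Lif (4.08), Mki67 (-1.10), Pgf (-2.15), Ptgs2 (4.69), Pthlh (8.76) and Txnip (-2.55), and Gm14446 (-6.59) and Lrrn3 (-6.37), whose values rest on the prior count because both had 0 counts around the embryo. With the mean of both day 5 libraries the values were 4.43 for the Lif-induced genes, 4.16 for the genes of Table 3, with a correlation of 0.857, and with summed counts 1289 genes were higher.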

Differences from the paper's values

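The differences listed here are between the main scale, log2 CPM with TMM, and the scale of Table 4. Of 12 medians compared with Table 4, 4 differed from the paper's. For the Lif-suppressed genes the median log2 change from day 4 morning to day 5 morning was -3.34 against the paper's -2.82, and it came within the paper's with log2(RPKM + 1) (-3.11) and library totals (-3.05). For cluster 1 it was 6.58 against the paper's 5.20, and log2(RPKM + 1) closed the gap (5.01). For cluster 7 it was -2.18 against the paper's -1.76, closed by log2(RPKM + 1) (-2.06), library totals (-1.89) and the mean of both day 5 libraries (-1.99). For cluster 8 it was -6.04 against the paper's -4.67, closed by log2(RPKM + 1) (-4.85). The other alternatives set before the data were examined, a prior count of 0.5, DESeq2 size factors, no filter, a mean CPM of at least 5 and the other day 5 library, closed none of the 4. The medians of single clusters, and these alternatives for them, were added after seeing the values. Totals without Rn45s and Lars2, chosen after seeing the values, closed cluster 7 (-2.03).

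Of 24 single genes, 20 differed on the main scale. With log2(RPKM + 1), set before the data were examined, 11 came within the paper's. These were Ttpa (at least 11.72 here, the paper's 7.72, 7.55 with that setting), Prss35 (at least 9.27, the paper's 5.56, 5.39), Fgg (at least 8.20, the paper's 5.22, 5.06) and Hal (at least 8.66, the paper's 4.84, 4.68). Chi3l1 (8.89, the paper's 5.67, 5.50) and Atp13a4 (8.98, the paper's 4.46, 4.30) were also among them, with values against the floor of 3 counts. For Chi3l1 the log2 change with the prior count was 8.46 [7.62, 12.52], so 8.89 is not a lower limit. The falls were those of Ces1d (-9.18, the paper's -6.31, -6.46), Fgf1 (-8.98, the paper's -5.58, -5.72), Slc39a2 (-8.37 as a bound, the paper's -4.44, -4.57), Spink8 (-8.92 as a bound, the paper's -6.59, -6.73) and Npl (-8.69, the paper's -8.05, -8.31). For Npl library totals also closed the gap (-8.40).

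With library totals, set before the data were examined, 8 more genes came within the paper's. These were Pgf (1.59 here, the paper's 1.80, 1.88 with that setting), Ifit3 (1.90, the paper's 2.10, 2.20), Txnip (0.50, the paper's 0.79, 0.80), Isg20 (-0.45, the paper's -0.15, -0.15), Pdlim1 (-3.32, the paper's -3.01, -3.03), Tmod3 (-1.97, the paper's -1.66, -1.68), Gstm2 (-6.61, the paper's -6.29, -6.31) and Gstm1 (-4.03, the paper's -3.73, -3.73). For Lifr (3.09, the paper's 3.20) none of the alternatives set before the data were examined closed the gap. A prior count of 0.5 and DESeq2 size factors closed none of the 20 genes.

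The same settings also moved values away from the paper's that were within it. With library totals the median of the Lif-induced genes was 4.21 against the paper's 3.77, and with the mean of both day 5 libraries it was 4.43 and that of cluster 3 was 3.53 against the paper's 1.44. With log2(RPKM + 1), Gm14446 was 1.77 against the paper's 2.03 and I830012O16Rik 1.39 against the paper's 1.66. With the other day 5 library the median of the Lif-induced genes was 4.34. The medians of clusters 3, 5, 9 and 10 were then 4.37, 0.013, -4.08 and -2.20 against the paper's 1.44, 0.37, -3.08 and -1.70. For single genes that library gave 4.05 for Socs3 against the paper's 1.30. It gave -5.95 as a bound for Gm14446 and -4.09 for I830012O16Rik.

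Settings chosen after seeing the values also reached the paper's. On log2(RPKM + 1) with library totals, chosen after seeing the values, all 4 medians and all 20 genes came within the paper's. Over 689 genes the changes away from the embryo then differed from Table 4 by a median of 2.2e-05. The differences in this part are therefore ones of scale and do not show other data. Totals without Rn45s and Lars2, chosen after seeing the values, closed Lifr (3.24), Pgf (1.74) and Ifit3 (2.05). The other day 5 library, chosen for single genes after seeing the values, closed Prss35 (at least 5.13), Fgf1 (-5.20) and Spink8 (-7.79). Table 4 matches the library away from the embryo, so these values do not show that the other library was its source.

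The legend of Fig. 3e assigns the enriched terms to other clusters than the text does. In Table 5, the 18 cytokine genes lie in clusters 1, 2 and 3 (5, 7 and 6 genes), and the adhesion and glutathione transferase genes lie in clusters 8 to 10. The paper treats the genes of clusters 8 to 10 as low on day 5 morning, while 4 of the 195 were higher away from the embryo than on day 4 morning, with Txnip (0.50) among them.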

Other observations

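The test of clusters 4 and 5 was written before its result was seen, except for the threshold, a share of the paper's gap, which was chosen only after the result was seen, and the other values in this part were chosen after the data were seen.

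In Table 4, clusters 4 and 5 set the day 4 evening libraries of the *Lif* experiment apart from the wild-type mornings, by the paper's median of 1.97 in control, 2.11 in *Lif* eKO and 2.32 in rLif-treated epithelium. The wild-type day 4 evening library allows a test of time of day. The mornings were averaged over day 4 and day 5 away from the embryo. Over the 192 genes the median difference of the evening library from this mean was 0.15 [0.06, 0.22], with -0.28 in cluster 4 and 0.25 in cluster 5. On day 5 away from the embryo, cluster 4 was itself 1.89 above day 4 morning. Against day 4 morning alone the evening difference was 0.42 [0.29, 0.50], with 157 genes higher. It was then 0.66 [0.48, 0.90] in cluster 4, with 71 of 81 genes higher, and 0.24 [0.16, 0.39] in cluster 5, with 86 of 111 higher. Time of day of collection would thus not give the whole of the paper's gap, a part of it is undecided, and a difference between the 2 data sets remains a candidate explanation. That difference includes floxed against wild-type mice as well as the preparation of libraries, and these cannot be told apart.

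The paper does not report the pair of day 5 libraries apart. Between them 802 genes were called higher and 585 lower around the embryo. Among genes with a mean of at least 10 CPM, the largest rises around the embryo were those of Sprr2b (3 counts away and 20433 around, at least 7527-fold higher), Pthlh (4 and 23123 counts), 2010109I03Rik (0 and 6476 counts, at least 2386-fold), Prss56 (1 and 7489 counts, at least 2759-fold) and BC053393 (0 and 4217 counts, at least 1553-fold). The largest falls were those of Gm14446 (805 and 0 counts, at least 243-fold lower), Lrrn3 (701 and 0 counts, at least 211-fold), Ifit3 (1527 and 12 counts), Chst9 (187 and 1 counts, at least 56.4-fold) and I830012O16Rik (743 and 12 counts). Gm14446, Ifit3 and I830012O16Rik are neighbours on chromosome 19 (34592888 to 34601968, 34583529 to 34588982 and 34607957 to 34613401), and reads shared between them leave their separate values uncertain.

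Lif itself (chromosome 11, 4257568 to 4272514, protein-coding) had 36 counts on day 3 morning, 17 on day 4 morning, 0 on day 4 evening, 2 away from the embryo and 304 around it. The paper describes Lif on day 5 in the stroma near attached embryos, and 5 embryo markers were counted only around the embryo. The 304 counts of Lif thus cannot be assigned to the epithelium. Lifr rose by 3.09 away from the embryo and 2.78 around it. Among the other uterine genes named in the paper, changes away from and around the embryo were -0.27 and 1.00 for Il6st, -0.19 and -0.91 for Esr1, 0.44 and -1.10 for Mki67, -1.39 and -0.43 for Krt8, -0.47 and 1.17 for Cdh1 and -1.79 and -0.02 for Ltf. The signs of Il6st and Esr1 away from the embryo flip with library totals. Muscle RNA in the library around the embryo, where muscle markers were 2.89 higher, may contribute to these differences, and this was not tested for each gene.

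On day 4 evening the Lif-induced genes had a median change from day 4 morning of 1.67 [1.41, 2.00] and the Lif-suppressed genes one of -0.77 [-0.90, -0.66]. On day 3 morning the medians were 0.56 [0.33, 0.88] and -0.74 [-0.83, -0.57]. For both lists as a whole, the evening median lies between day 4 morning and day 5 morning, in 1 library without a replicate. Cluster 3 is an exception, with a median of 2.56 on day 4 evening and 1.62 on day 5 morning away from the embryo, as is Socs3, with 1426 counts on day 4 evening and 432 away from the embryo.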
